# Context-dependent perturbations in chromatin folding and the transcriptome by cohesin and related factors

**DOI:** 10.1038/s41467-023-41316-4

**Published:** 2023-09-19

**Authors:** Ryuichiro Nakato, Toyonori Sakata, Jiankang Wang, Luis Augusto Eijy Nagai, Yuya Nagaoka, Gina Miku Oba, Masashige Bando, Katsuhiko Shirahige

**Keywords:** Genome informatics, Chromatin structure, Epigenomics, Software

## Abstract

Cohesin regulates gene expression through context-specific chromatin folding mechanisms such as enhancer–promoter looping and topologically associating domain (TAD) formation by cooperating with factors such as cohesin loaders and the insulation factor CTCF. We developed a computational workflow to explore how three-dimensional (3D) structure and gene expression are regulated collectively or individually by cohesin and related factors. The main component is CustardPy, by which multi-omics datasets are compared systematically. To validate our methodology, we generated 3D genome, transcriptome, and epigenome data before and after depletion of cohesin and related factors and compared the effects of depletion. We observed diverse effects on the 3D genome and transcriptome, and gene expression changes were correlated with the splitting of TADs caused by cohesin loss. We also observed variations in long-range interactions across TADs, which correlated with their epigenomic states. These computational tools and datasets will be valuable for 3D genome and epigenome studies.

## Abstract (web summary)

Enhancer–promoter looping and topologically associating domain are at the base of chromatin structures. Here the authors present a computational workflow in which multi-omics datasets are compared systematically to explore how three-dimensional (3D) structure and gene expression are regulated by cohesin and related factors.

## Introduction

The cohesin complex is crucial for gene transcription and chromatin folding in mammalian cells^1,2^. Cohesin colocalizes with the CCCTC-binding factor CTCF to function as an insulator^3^. In contrast, a small proportion of cohesin binds the genome independently of CTCF, regulating gene expression with tissue-specific transcription factors^4,5^. At least a subset of CTCF-independent cohesin mediates chromatin interactions between enhancer and promoter sites of active genes with mediator complexes^6^. Cohesin also participates in transcription elongation machinery by interacting with RNA polymerase II (Pol2)^7^. Mutations in the cohesin loader NIPBL and cohesin core subunits have been found in the human cohesinopathy Cornelia de Lange syndrome (CdLS), a multisystem developmental disorder^8^, and in cancers^9,10^. Although the molecular mechanisms of CdLS are not fully understood, the function of cohesin as a gene expression regulator is considered to be important^8,11^.

Recent studies using whole-genome chromatin-conformation capture (Hi-C) have established the role of cohesin in the 3D organization of the genome^12,13^. Briefly, chromosomes are folded into megabase-scale TADs, the boundaries of which are strongly enriched for cohesin and CTCF^14^. TADs can be nested, and interactions between TADs (interTAD interactions) are rarer than those within TADs (intraTAD interactions)^15,16^. The depletion of cohesin or the cohesin loader NIPBL causes a dramatic loss of TADs and chromatin loops throughout the genome^17,18^, whereas CTCF depletion affects TAD boundaries and loops more locally^19^. These observations can be explained by the “loop extrusion” model, in which cohesin translocates along chromatin until it encounters CTCF, resulting in the formation of TADs^13,20^. This model also explains the depletion effects of cohesin unloading factors (WAPL and its binding partners PDS5A and PDS5B^2,21,22^), which prevent the release of cohesin from DNA and cause loop extension, resulting in the appearance of longer loops than usual^23,24^. The loop extension would be due to the “passing through” of CTCF sites by cohesin due to temporal dissociation of CTCF^23^ or the physical clustering of neighboring CTCF boundaries called “traffic jam“^25^. Importantly, such extended loops are rare but also occur in wild-type cells^25^. This suggests that the dynamics of TAD and loop formation is not absolute, but rather stochastic, and depends on the amount of cohesin on chromatin as a result of its continuous loading and unloading (i.e., turnover)^26^. Cohesin turnover is also critical for the proper regulation of gene expression; its loss by the WAPL depletion resulted in the loss of cohesin localization and loops near several genes, leading to loss of gene expression^27^. A mutation in the cohesin deacetylase HDAC8 has also been found in CdLS, where increased cohesin acetylation results in low efficiency of cohesin turnover^28^.

Despite extensive efforts, the detailed mechanism that results in hierarchical chromosome organization and the functional relationships that result in transcription regulation still need to be clarified^12^. Comprehensive loss of TADs/loops or loop extension has a limited impact on gene expression and does not cause the spread of histone modifications^17–19,23,29,30^. Moreover, cohesin and CTCF also localize within TADs without forming boundaries^5,31^. These results suggest a more complicated set of rules for chromatin structure formation and gene expression regulation by cohesin and related factors than the current models present. Although each cohesin-related factor has been studied using different cell lines by different laboratories, a study to explore how cohesin and its related factors collectively or individually regulate chromatin folding, gene expression, and the epigenome is needed.

To this end, we have generated 3D genome, transcriptome, and epigenome data before and after depletion of cohesin and related factors and conducted a large-scale comparative multi-omics analysis. To analyze our dataset, we developed a computational workflow to systematically compare multi-omics datasets, the main component of which is a package named CustardPy (Fig. 1a). CustardPy is primarily designed to compare multiple Hi-C samples to evaluate the variation of depletion effects across multiple proteins, and wraps several existing tools to cover the entire Hi-C process. Using our methodology, we comprehensively evaluated the similarities and differences in the effects of the depletion of individual factors, as summarized in Fig. 1b. Having confirmed the consistency of our results with those of previous studies that used different cell types and depletion methods (Figs. 2–4), we made the following observations. (1) Gene expression dysregulation that was correlated with splitting of TADs (i.e., TAD splits) was associated with the loss of cohesin (Fig. 5). (2) There was an imbalanced enrichment of cohesin binding on chromatin between active and inactive chromosome regions, which persisted even after CTCF depletion (Fig. 6). (3) CustardPy identified the context-specific pattern of inter-TAD interactions between depletions (Fig. 7). (4) Perturbation of long-range interactions was correlated with epigenomic states of loop anchors and TADs (Figs. 8 and 9). These computational tools and extensive datasets will be helpful for 3D genome and epigenome studies.

**Fig. 1:**
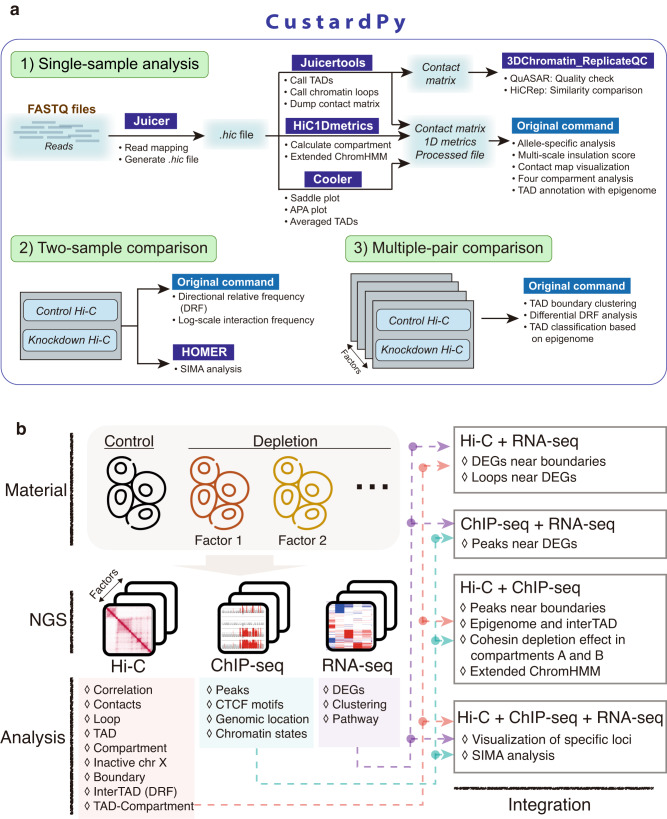
Computational workflow of this study. **a** Workflow of CustardPy. **b** Summary of the multi-omics analysis. DEG differentially expressed genes. SIMA a structured interaction matrix analysis.

## Results

### Multi-omics data from a variety of cohesin-related depletions

Here we used human retinal pigment epithelium (RPE) cells to avoid the effects of aneuploidy or other genomic rearrangements. We used short interfering RNA (siRNA) to deplete cohesin (Rad21), cohesin loaders (NIPBL and Mau2), cohesin unloaders (WAPL, PDS5A and PDS5B), a boundary element (CTCF), and a cohesin acetyltransferase (ESCO1) individually and carried out two co-depletions (Rad21 and NIPBL, PDS5A and B; Fig. 2a). We verified that most asynchronous cells were in G1 phase (Fig. S1a) and that the extent of depletion in most samples was sufficient for this analysis (Figs. 2b and S1b). Although the knockdown efficiency of PDS5B was not ideal, we included it as a reference in this study, because an incomplete loss of cohesin function causes the CdLS phenotype^8^. To minimize potential secondary effects, we evaluated the similarity and variability in depletion effects among factors rather than determining the function of each factor individually. We also generated a sample treated with the BET bromodomain inhibitor JQ1, as the bromodomain protein BRD4 is reported to interact with NIPBL and to be mutated in CdLS^32^.

We used a 72-h treatment with siRNAs for most samples, but we also explored the effect of different treatment times (24, 48, and 120 h; Fig. S2a). Using these samples, we carried out in situ Hi-C, RNA-seq, and spike-in ChIP-seq data (Supplementary Data 1–3). We generated in situ Hi-C data with multiple independent replicates (31 samples, 14 billion paired-end reads in total). In the spike-in ChIP-seq analysis, we observed that 60–80% of the peaks in control cells were lost after siRNA (Fig. S2b).

We evaluated the overall similarity of our Hi-C samples and confirmed the sufficient similarity among replicates (Fig. 2c). We also found that the depletion effects could be categorized into four groups based on their siRNA targets (Fig. 2c): cohesin and loaders, CTCF, cohesin unloaders and acetyltransferase, and control and JQ1-treated samples. Depletion of cohesin unloaders and acetyltransferase showed a milder effect on chromosome structure than did depletion of cohesin loading and localization at CTCF sites. Having confirmed the sufficient similarity among replicates, we merged all replicates into a single deep Hi-C dataset for control, siRad21, siNIPBL (except for the 24-h treatment, at which the depletion was not sufficient; Fig. S2a), siCTCF, and siESCO1, resulting in up to 3 billion reads for each condition, for further analysis of these depletions.

### Comparative Hi-C analysis reveals diverse depletion effects on chromatin folding

We first evaluated the depletion effects on TADs and loops to verify that our results were consistent with those of previous studies that used different cell types and depletion methods. As expected, our Hi-C data showed a dramatic loss of TADs and loops after siRad21 or siNIPBL (Fig. 3a, b), consistent with the previous studies^17,18^. Co-depletion of Rad21 and NIPBL showed a more severe effect. Mau2 depletion led to a milder impact than did siNIPBL, possibly because some cohesin can be loaded without Mau2^23^. Although CTCF depletion strongly affected the number of loops, it had a limited effect on TAD numbers and intraTAD interactions as compared with cohesin depletion (Fig. 3a, b), confirming the function of CTCF as a boundary element^19,33^.

**Fig. 2:**
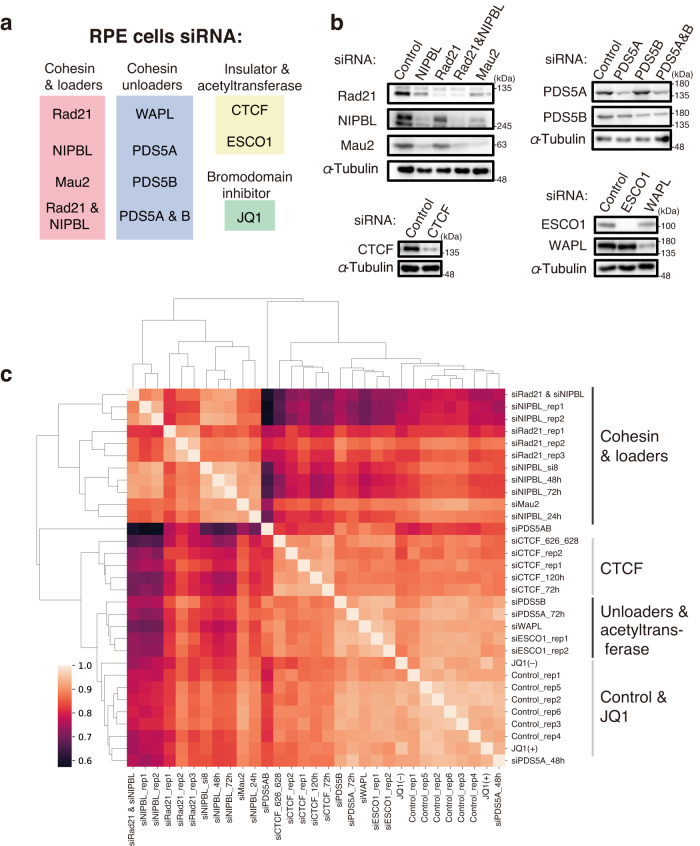
Protein targets and their correlation to Hi-C data. **a** Summary of protein targets. **b** Immunoblots after 72 h of siRNA. All blots were independently repeated for at least two biological replicates and similar results were obtained. **c** Correlation heatmap among all Hi-C samples based on stratum-adjusted correlation coefficients calculated by HiCRep^60^. Cells were treated with JQ1, designated as JQ1(+), to inhibit BET family proteins. Control for JQ1(+) are referred to as JQ1(–). Source data are provided as a Source Data file.

**Fig. 3:**
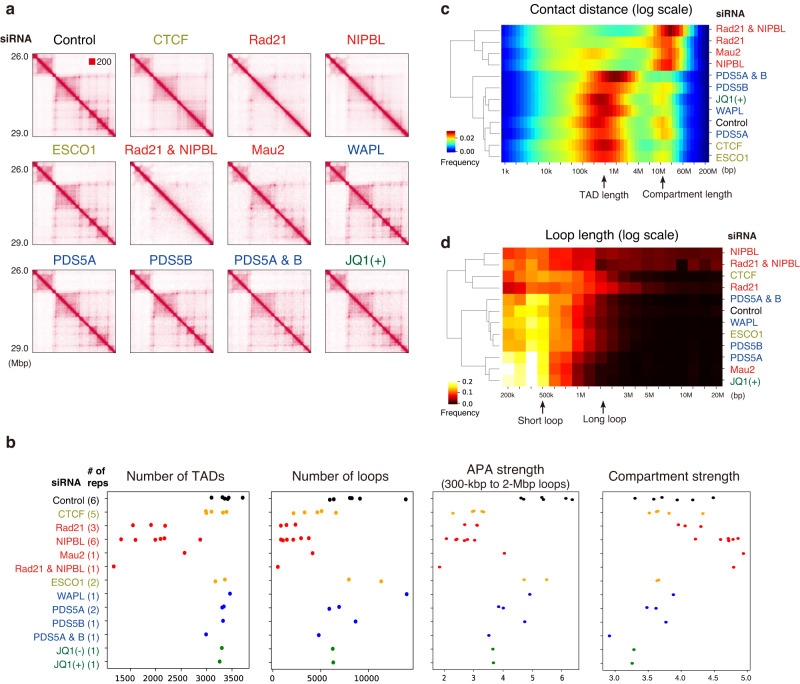
Comparative Hi-C analysis to explore the variability of depletion effects. **a** Normalized Hi-C matrix of a representative chromosomal region (chromosome 21, 26.0–29.0 Mb). **b** The number of TADs, loops, aggregate peak analysis (APA) strength (observed/expected ratio of the center) and compartment strength (from saddle plots; see also Fig. S3b). The dots indicate the Hi-C samples (including different treatment times). **c** Relative contact probability for the likelihood of a contact at increasing length scales (averaged across replicates). **d** Loop length distribution. The color indicates the fraction of loops compared to all loops. Source data are provided as a Source Data file.

Chromosomes are spatially segregated into active “compartment A” and inactive “compartment B” regions^34^. Such compartmentalization can be uncoupled from TAD formation; the compartmentalization is strengthened by the depletion of cohesin and loaders^17,18,23^ but not by depletion of CTCF^19^. We observed a similar tendency in our data, as indicated by the “plaid pattern” (Fig. S3a) and quantitative compartment strength estimated by a saddle plot (Figs. 3b and S3b). This tendency was also indicated by the relative contact frequency of mapped reads (Fig. 3c). The depletion of cohesin and loaders diminished interactions at lengths consistent with TADs (~1 Mb), whereas the long-range interactions at a distance consistent with the compartment (~10 Mb) drastically increased. In contrast, depletion of CTCF, WAPL, PDS5A and B co-depletion or ESCO1 decreased long-range interactions, suggesting weakened compartmentalization. Depletion of PDS5A or PDS5B alone did not show a clear trend, suggesting the partly redundant function of PDS5A and PDS5B^24^. Finally, we did not observe notable compartment switching^35^ in these samples (Fig. S3c).

We next explored the loop length distribution, which showed a distinct tendency from the relative contact probability (Figs. 3d and S4a). After siRad21, most short loops were depleted, and the distribution peaked at a longer length (~1 Mbp) than the control (~400 kbp). siCTCF also resulted in depletion of short loops, which is less drastic compared with siRad21. siMau2 resulted in highly depleted long loops (~1 Mbp), and the distribution peaked at a shorter length than the control (~400 kbp). Based on the loop extrusion model, it is likely that shorter loops were retained under the mild loss of cohesin after siMau2. After the depletion of unloaders (PDS5B, PDS5A and B, or WAPL), the peak distribution increased slightly relative to control samples (~500 kbp), consistent with their function as cohesin unloaders. siESCO1 also caused the appearance of longer loops, consistent with a previous report^36^.

Additionally, we investigated the allele-specific depletion effect on chromosome X. Whereas the active chromosome X (Xa) forms the typical chromosome structure, inactive chromosome X (Xi) is partitioned into two megadomains, the boundary between which is affected by depletion of cohesin^37,38^. Our data did not show an explicit disruption of the megadomain boundary in Xi, possibly due to incomplete depletion by siRNA. However, we observed a difference in depletion effects between Xi and Xa, independent of depletion efficiency (Fig. S4). Xi showed a “coarser” plaid pattern than Xa, which was strengthened by siRad21 and siNIPBL. siCTCF showed an asymmetric tendency of interaction frequency between the megadomain boundary and the two megadomains (black arrows), whereas Xa had no similarly clear chromosome-wide pattern.

In summary, our Hi-C analysis showed consistent tendencies with previous studies, confirming its reliability, and provided multiple new findings of diverse depletion effects on chromatin folding.

### Gene expression changes are correlated with direct cohesin binding

Next, we explored the depletion effect on gene expression and ChIP-seq peaks. 

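RNA-seq covered 34 libraries of RPE cells in 17 groups of 2 replicates, and each group was compared with the control group of its own experiment, of which there were 3. The first experiment held siRad21, siCTCF and siNIPBL with siRNA#1 at 72 h, siRad21 and siNIPBL with siRNA#1 at 48 h, siNIPBL with a second siRNA (siRNA#2) at 72 h, and controls. The second held siWAPL, siPDS5A, siPDS5B, both co-depletions and controls, and the third held siMau2, siESCO1, JQ1 and controls. The authors aligned single-end 65-bp reads with STAR (version 2.7.3a), ran RSEM (version 1.3.1) in reverse-strand mode, and deposited for each library the expected count of every gene without normalization, next to its TPM and FPKM. Total expected counts per library ranged from 27819742 to 35920603 (median 32359105) in the 14 libraries of the first experiment, from 33979535 to 43041674 (median 37818188) in the 12 of the second, and from 26258856 to 30983174 (median 29122033) in the 8 of the third. The paper's Supplementary Data 2 gives the larger number of reads sequenced, between 40182949 and 61799041 per library, and the values here use the expected counts. These were rounded to whole numbers, and each treatment was compared with its 2 control libraries by edgeR's quasi-likelihood test with TMM normalization. The test covered protein-coding genes with sufficient counts, which left between 12828 and 13287 genes per treatment, and every FDR given for these data is Benjamini-Hochberg adjusted from it. With 2 libraries against 2, an exact permutation test cannot go below p = 0.33, so none was run on single genes. The prefix of each library name in the paper's Supplementary Data 2 was taken as its library series. By this prefix, the 72-h libraries of the first experiment were of other series than their controls, except 1 of the 2 siNIPBL siRNA#2 libraries. Within those comparisons alone, library series and treatment cannot be told apart. The 48-h libraries of siRad21 and siNIPBL are of the controls' series. Of 4596 DEGs after siRad21 for 72 h that were tested at 48 h, 4192 were DEGs in the same direction there and 5 in the opposite one. For siNIPBL with siRNA#1 the numbers were 5636 and 72 of 6954. Simulated unchanged groups gave at most 3 DEGs against these controls. This argues against the series as the source of most DEGs of both treatments. For siCTCF and siRNA#2 this stays open. The libraries of the other 2 experiments each came from a single series.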

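The mRNA of each siRNA target was lower in the libraries treated with its siRNA. RAD21 was at 20.5 ± 1.40 TPM (SD, n = 2) after siRad21 and at 69.3 ± 8.16 TPM (SD, n = 2) in the controls, a log2 fold change of -1.56 (standard error 0.093, FDR = 3.54e-06, edgeR). Its log2 fold change was -2.26 in the Rad21 and NIPBL co-depletion and -2.30 after siRad21 for 48 h. NIPBL had a log2 fold change of -1.17 (standard error 0.048, FDR = 3.26e-09, edgeR) after siNIPBL with siRNA#1, -1.34 with siRNA#2 and -1.40 in the co-depletion. The log2 fold change of MAU2 was -1.18 after siMau2, that of WAPL -2.16 after siWAPL, that of CTCF -1.19 after siCTCF and that of ESCO1 -1.47 after siESCO1. PDS5A had a log2 fold change of -2.50 after siPDS5A and -1.51 when PDS5B was depleted with it. The corresponding values for PDS5B were -1.70 and -1.44. The siRNAs also changed the effective length that RSEM gives to some of their targets, from 3956.1 to 2713.5 nt for PDS5A, so that PDS5A was at 24.3% of control in TPM.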

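At FDR < 0.01, 4644 genes changed after siRad21, 7000 after siNIPBL, 6101 after the Rad21 and NIPBL co-depletion and 5735 after siMau2. The numbers were 4874 after siWAPL, 1287 after siPDS5A, 6143 after siPDS5B and 5955 after the PDS5A and PDS5B co-depletion. siESCO1 changed 6898 genes, siCTCF 1851 and JQ1 7146. Upregulated genes made up between 45.7% and 51.0% of the DEGs in 10 of the 11 treatments, and 39.3% after siPDS5A. Many of these changes were small, and between 377 genes (siCTCF) and 1810 genes (the Rad21 and NIPBL co-depletion) had an absolute log2 fold change of at least 1. The biological coefficient of variation, which edgeR estimates from the replicates, was 9.8% for siPDS5A and at most 7.6% for the other treatments. Of the alternatives, this threshold moved the numbers most, to 874 genes for siMau2. Among those that left FDR < 0.01 as the threshold, a fit of all groups of an experiment together moved a number most and gave 3780 DEGs after siPDS5A. With the trend of each library on gene length removed, upregulated genes made up 61.1% of the DEGs after siMau2 in place of 50.0%. This step also centres each library on its mean. Removing the trend on GC content in the same way gave 60.3%, so the shift is not specific to gene length.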

We detected 2000–7000 differentially expressed genes (DEGs) for each sample (false discovery rate [FDR] <0.01; Figs. 4a and S5a). 

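Ranking the DEGs of each of the 11 treatments by p-value and taking the first 1000 gave a merged list of 4587 genes. Of these, 2013 (43.9%) were in the list of only 1 treatment and 626 were in at least 5 lists. DESeq2 ranked many of the same genes first, since between 818 and 891 of its 1000 top-ranked DEGs per treatment were also among those of edgeR, and its merged list held 4207 genes.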

We selected the top-ranked 1,000 DEGs from all samples and merged them into a single DEG list (4240 genes in total). 

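The Simpson index of each pair of treatments was the number of genes shared by their lists of 1000, divided by the size of the smaller list. Among siRad21, siNIPBL, their co-depletion and siMau2, it averaged 0.395 over the 6 pairs, from 0.289 for siNIPBL and siMau2 to 0.569 for siNIPBL and the co-depletion. Among the unloaders siWAPL, siPDS5A, siPDS5B and the PDS5A and PDS5B co-depletion, it averaged 0.405 over 6 pairs, from 0.286 to 0.641. siCTCF had a mean index of 0.195 with the other 10 treatments and JQ1 one of 0.177, and the mean of the 36 pairs without either of them was 0.305. Of the shared genes, on average 95.3% changed in the same direction among cohesin and loaders and 95.1% among unloaders, compared with 67.4% for siCTCF and 59.8% for JQ1. The index is above 0 without any relation between treatments, and more so for treatments compared with the same control libraries. Simulated libraries in which the fold changes of each treatment were shuffled among genes of like expression gave mean indices of 0.108 for cohesin and loaders, 0.094 for unloaders, 0.093 for siCTCF and 0.109 for JQ1. Simulated groups without any changed gene, compared with the same controls, gave indices of up to 0.256 on average and 0.284 at most. Their lists held the 1000 genes with the smallest p-values, of which at most 9 were DEGs, while those of the treatments held DEGs only. With the controls of the unloaders, at least 96.7% of the genes shared by unchanged groups had the same direction, so the 95.1% among unloaders does not by itself show a relation between them. With shuffled fold changes and the same controls it was 58.1% on average. The 5 pairs of cohesin and loaders with different controls had 94.9% in the same direction, against 57.1% with shuffled fold changes. Of the 16 pairs with the same controls, 6 did not exceed the highest index that unchanged groups gave with those controls, among them siCTCF with siRad21 (0.235) and with siNIPBL (0.245). Because the lists of unchanged groups held so few DEGs, this comparison cannot tell how much of the overlap comes from the controls. Shuffled fold changes with the same controls gave at most 0.169. Counting all DEGs in place of 1000 moved the indices most, to 0.668 for cohesin and loaders and 0.616 for JQ1. Such long lists share many genes by chance, and no chance level was computed for them.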

Pairwise comparisons showed an overlap of DEGs between cohesin and loaders and between individual unloaders (Fig. 4a, red boxes). siCTCF and JQ1 treatment showed less correlation with the others, suggesting their distinct roles in gene expression regulation.

**Fig. 4:**
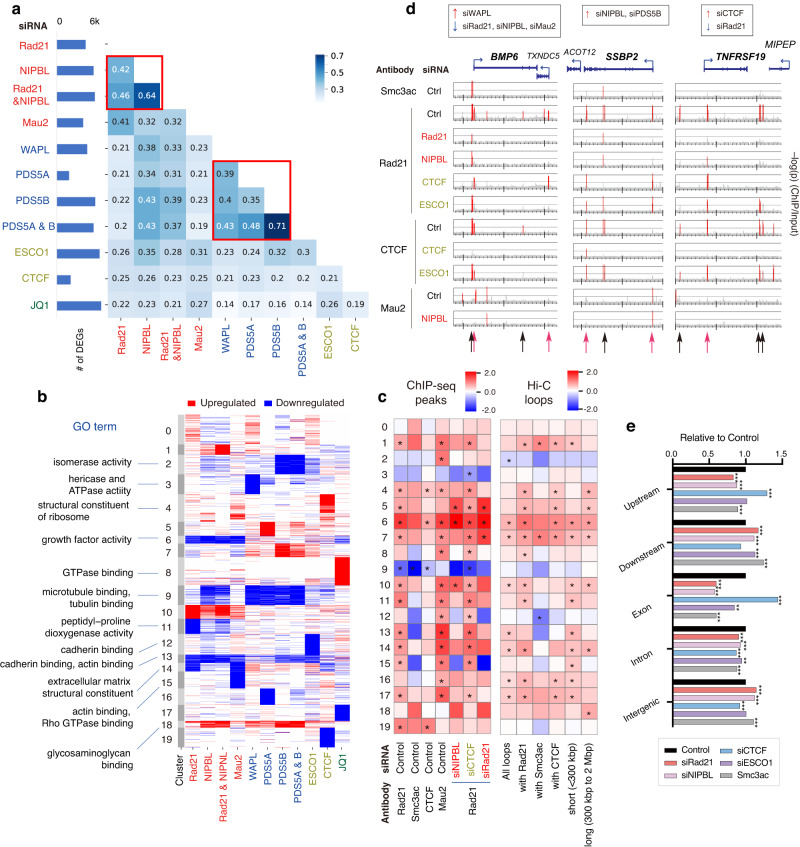
Comparative analysis of siRNA effects on the transcriptome and epigenome. **a** Left: Number of DEGs for each siRNA treatment (FDR < 0.01). Right: Correlation heatmap based on the Simpson index (showing overlap among top-ranked 1000 DEGs) for all sample pairs. **b** Clustering of all top-ranked DEGs (rows) and samples (columns) based on the overlap of up- and downregulated genes. The significant GO terms are also shown (left). See Fig. S6 for the full list of GO terms. **c** Log-scale relative enrichment of ChIP-seq peaks (left) and Hi-C loops (right) at the TSSs of DEGs in the clusters corresponding to (**b**) against all DEGs. * indicates the statistical significance of the enrichment or depletion (*p* < 0.01, two-tailed permutation test, *n* = 1000). **d** ChIP-seq distribution (–log_10_(*p*), two-tailed binomial test, 100-bp bin) among top-ranked DEGs (*BMP6, SSBP2*, and *TNFRSF19*). The significantly enriched regions (*p* < 10^–4^) are highlighted in red. Red and black arrows (bottom) indicate CTCF-independent and -dependent Rad21 peaks, respectively. **e** The relative enrichment of Rad21 peaks after depletions and of Smc3ac around genes, as compared with Rad21 (control). **p < 0.001; ***p < 0.0001, two-tailed Fisher’s exact test against control. The exact *p*-values are shown in Source Data file. Source data are provided as a Source Data file.

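Among the genes with the smallest p-value in each direction, CLU had a log2 fold change of 2.90 (standard error 0.079, FDR = 2.52e-07, edgeR) after siRad21, and OLFML2A one of -3.35 (standard error 0.089, FDR = 2.52e-07, edgeR). CDKN1A was first among upregulated genes after siNIPBL, the Rad21 and NIPBL co-depletion and siWAPL, and its log2 fold changes were 3.09, 3.32 and 2.30. The values of siNIPBL and the co-depletion come from siRNA#1 against NIPBL, and with siRNA#2 the log2 fold change of CDKN1A was 0.20. THBS1 was first among downregulated genes after siNIPBL and after siPDS5B, with log2 fold changes of -3.86 and -2.15. CEMIP fell from 70.3 ± 1.46 TPM (SD, n = 2) in the controls to 3.87 ± 0.24 TPM (SD, n = 2) after siMau2, and CCL2 from 346.7 ± 11.1 TPM (SD, n = 2) to 10.2 ± 0.49 TPM (SD, n = 2) after JQ1. HAP1 rose from 20 and 24 counts in the control libraries to 1203 and 1051 counts in the PDS5A and PDS5B co-depletion. After siCTCF, IGFBP3 had the smallest p-value among upregulated genes and PDZRN3 among downregulated genes, with log2 fold changes of 2.65 and -2.37. After siPDS5A the downregulated gene with the smallest p-value was PDS5A itself. C4A, first after siPDS5B with a log2 fold change of 4.22, has a near-identical copy, C4B, and reads could have been split between them, so its value is uncertain.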

To identify the pattern of expression dysregulation, we applied k-means clustering (*k* = 20) based on the overlap of up- and downregulated genes among depletions (Fig. 4b and Supplementary Data 4). For example, clusters 6 and 10 represent down- and upregulated genes after cohesin and loader depletion, respectively. 

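The matrix held the 4587 genes of the merged list in rows and the 11 treatments in columns, with 1, -1 or 0 in each cell, and k-means clustering was run with 50 random starts. The 20 clusters held between 127 and 380 genes. Of the 2574 genes in at least 2 lists, 879 (34.1%) were upregulated in 1 treatment and downregulated in another. Cluster numbers depend on the run, so the groups of genes at the clusters of the paper were defined by their changes instead.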

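Genes downregulated in at least 3 of siRad21, siNIPBL, their co-depletion and siMau2, and upregulated in none of them, numbered 256 in the lists of 1000, and 168 genes showed the opposite pattern. Shuffling the calls of each treatment over the genes tested gave on average 4.56 and 1.39 genes, and 12 and 6 at most in 1000 shuffles (one-sided permutation p = 0.001, the smallest that 1000 shuffles can give). The shuffles treat the treatments as independent, although some share controls. Simulated groups compared with shared controls gave at most 23 and 20 genes. Of the 256 genes, 154 fell in the same k-means cluster, and 135 of the 168 did. Without the limit to 1000 genes per list, the patterns held 1737 and 1391 genes. The downregulated genes with the lowest ranks were MN1, SERPINE2 and GDF6. MN1 had log2 fold changes of -2.65 after siRad21 (standard error 0.091, FDR = 3.35e-07, edgeR), -3.30 after siNIPBL, -3.89 in the co-depletion and -2.71 after siMau2. Those of GDF6, which encodes a growth factor, lay between -3.55 and -2.55, and those of SERPINE2 between -2.78 and -1.74. Among the upregulated genes, ZSWIM6, CDKN1A and ANXA1 ranked lowest, and ZSWIM6 had log2 fold changes from 2.06 (siMau2) to 2.67 (the co-depletion).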

Gene ontology (GO) analysis suggested that cluster 6 was mainly enriched in “growth factor activity,” consistent with slower growth under such depletions^39^. 

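Genes downregulated after siNIPBL and at least 2 of the 4 unloader depletions, upregulated in none of these, and outside the siRad21 list numbered 233. Their upregulated counterpart held 55 genes. Shuffled calls gave 6.44 and 1.5 genes on average, and at most 16 and 7 (one-sided permutation p = 0.001, the smallest possible). The unloader depletions share their controls, and simulated unchanged groups compared with such controls gave 15.0 and 12.4 genes on average and 21 of each at most. With shuffled fold changes in place of none, the simulated groups gave at most 25 and 5. In k-means, 148 of the 233 genes and 42 of the 55 genes fell in the same cluster. KIF20A, FOXM1 and CEP55 ranked lowest among the downregulated genes. Of a list of 20 other genes of mitotic cells, written after these 3 were seen, 19 were among the 233 genes. KIF20A had a log2 fold change of -1.93 (standard error 0.056, FDR = 3.82e-10, edgeR) after siNIPBL and values between -4.75 (siWAPL) and -1.39 (siPDS5A) after the unloader depletions. FOXM1 was at 16.5 ± 0.31 TPM (SD, n = 2) after siNIPBL and at 62.6 ± 5.88 TPM (SD, n = 2) in the controls. Among the upregulated genes, C4A, GRN and PLXNB1 ranked lowest. GRN had a log2 fold change of 1.63 (standard error 0.041, FDR = 2.04e-10, edgeR) after siNIPBL and of 0.73 to 1.65 after the unloader depletions.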

Clusters 9 and 18 contained down- and upregulated genes after NIPBL and unloader depletions, respectively. These DEGs were not observed after siRad21, suggesting DEGs from dysregulation of cohesin turnover. 

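The siRad21 list holds the 1000 genes with the smallest p-values, and a gene outside it can still be a DEG after siRad21. Of the 288 genes of both patterns together, 210 (72.9%, 95% Wilson confidence interval 67.5 to 77.7) were DEGs after siRad21 in the same direction as after siNIPBL at FDR < 0.01, 5 changed in the opposite direction, and 73 were not DEGs. Among the downregulated genes the number was 176 of 233, and among the upregulated genes 34 of 55. siNIPBL and siRad21 were compared with the same control libraries, and in simulated lists with shuffled fold changes and shared controls the share was 15.7% on average and 17.4% at most. Of the other genes outside the siRad21 list, 14.4% were downregulated and 14.9% upregulated after siRad21, and of the 329 other genes of the siNIPBL list outside the siRad21 list, 55.6% changed in the same direction. The median log2 fold change of the downregulated genes was -0.59 after siRad21 and -1.44 after siNIPBL, and that of the upregulated genes 0.41 and 1.03. The choice of genes in the siNIPBL list and outside the siRad21 list by itself favours a smaller median after siRad21. After siRad21 for 48 h, 241 (83.7%) of the 288 genes changed in the same direction at FDR < 0.01.

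**Figure D1:**
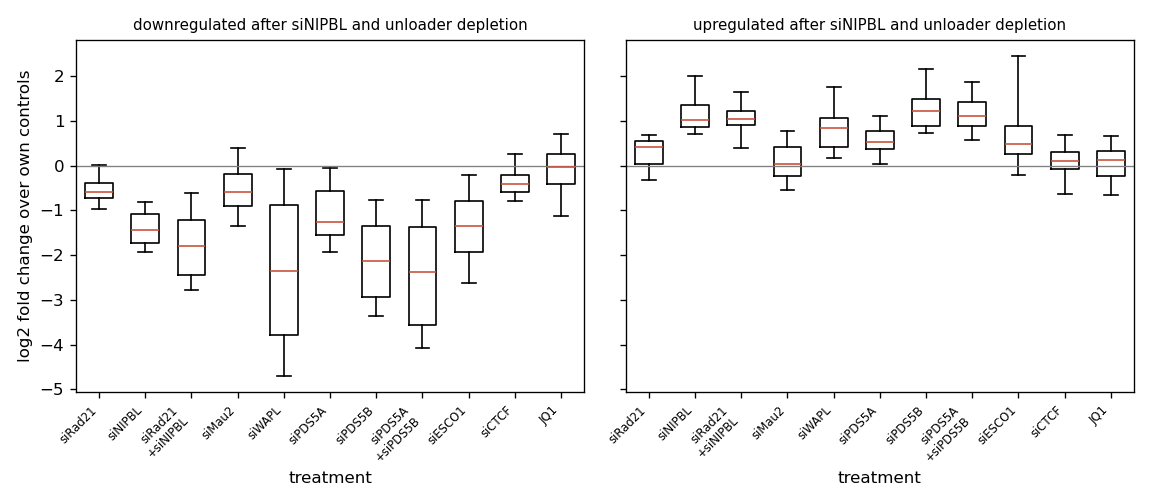
Log2 fold change over the controls of the same experiment for the 233 genes downregulated (left) and the 55 genes upregulated (right) after siNIPBL and unloader depletion, in the 11 treatments. Boxes span the quartiles with the median as a line, and whiskers run to the 5th and 95th percentiles. The medians after siRad21, -0.59 and 0.41, lie on the same side of 0 as those after siNIPBL.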

Their GO terms were correlated with fundamental functions related to the cytoskeleton and extracellular matrix. These diverse expression patterns suggest that cohesin-related factors have distinct roles in gene expression regulation.

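Taken over all pairs of treatments, the Simpson index ranged from 0.119 to 0.641. siRad21 overlapped less with the unloaders (mean index 0.183) than siNIPBL did (0.362), and of the genes it shared with them 58.9% changed in the same direction, against 90.4% for siNIPBL. siMau2, whose target forms the loader with NIPBL, had a mean index of 0.196 with the unloaders, and 53.0% of the shared genes changed in the same direction. From the expression patterns across depletions, the paper proposes that the factors act differently in the regulation of gene expression.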

We then implemented a permutation test (*n* = 1000) to examine the overlap of the DEG loci with the ChIP-seq peaks and chromatin loops (Fig. 4c). Transcription start sites (TSSs) associated with the DEGs were enriched for Rad21 and Mau2 peaks in most clusters, suggesting that the DEGs were less likely to have been derived from a secondary effect. The exceptions were the downregulated genes after siWAPL (clusters 3 and 9), which were affected independently of cohesin binding, implying the indirect or unrelated regulation relative to cohesin. We also applied a TAD-boundary proximity analysis^29^ and found that the siRad21 DEGs were less likely to be located around disrupted TADs than non-differential boundaries (Fig. S5b). These results suggest that expression dysregulation of these clusters was caused by the loss of Rad21 and Mau2 binding to each gene, rather than by region-wide effects caused by TAD disruption.

A certain amount of cohesin on the genome is acetylated by ESCO1, which protects cohesin from release by WAPL, resulting in more stable binding of cohesin to the genome^40^. Therefore, the acetylated cohesin sites (Smc3ac) would be more persistent even under siNIPBL and siRad21 than non-acetylated sites. This tendency can be observed in Rad21 peaks in siRad21, i.e., since stronger Rad21 peaks remain more under siRad21, the clusters where Rad21 peaks are enriched under siRad21 indicate containing more stronger Rad21 peaks at TSSs. The clusters enriched for Smc3ac and Rad21 under siRad21 are highly correlated (0, 5, 7, 10, 14, and 18). Loops mediated by Smc3ac were enriched in upregulated DEGs associated with siNIPBL and siPDS5B (clusters 1, 7, 18), whereas clusters not enriched for Smc3ac (clusters 12, 13, 15) were downregulated (Fig. 4c). This result also suggests the necessity of cohesin at TSSs for gene expression.

Figure 4d shows the ChIP-seq distribution around several top-ranked DEG loci, each having cohesin peaks around their TSSs. 

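BMP6 (ENSG00000153162) lies on chromosome 6 of GRCh38 from 7726099 to 7881728. Its log2 fold change was -3.24 after siNIPBL (standard error 0.154, FDR = 9.60e-09, edgeR), -3.06 in the Rad21 and NIPBL co-depletion, -1.77 after siRad21 and -1.90 after siMau2. Among the unloader depletions it was 1.51 after siWAPL and -0.59 after siPDS5B, and BMP6 was not a DEG after siPDS5A or the PDS5A and PDS5B co-depletion. With siRNA#2 against NIPBL, BMP6 was not lower, with a log2 fold change of 0.57 (standard error 0.084, FDR = 3.31e-04, edgeR). SSBP2 (ENSG00000145687) lies on chromosome 5 from 81412804 to 81751797. It was upregulated in 8 of the 11 treatments, with log2 fold changes of 1.58 after siNIPBL (standard error 0.080, FDR = 1.67e-08, edgeR), 1.56 after siPDS5B, 1.45 in the PDS5A and PDS5B co-depletion and 1.37 after siESCO1, and it was lower after siMau2 (-0.44). With DESeq2, the changes of SSBP2 after siMau2 and JQ1 did not pass the threshold. TNFRSF19 (ENSG00000127863) lies on chromosome 13 from 23570370 to 23676104. Its log2 fold change was -2.57 after siRad21 (standard error 0.207, FDR = 1.74e-05, edgeR), -2.49 after siNIPBL and -1.02 after siMau2, and 0.88 after siCTCF (standard error 0.109, FDR = 1.38e-03, edgeR), 0.90 after siESCO1 and 0.95 after JQ1. Neither BMP6 nor SSBP2 passed the threshold after siCTCF.

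**Figure D2:**
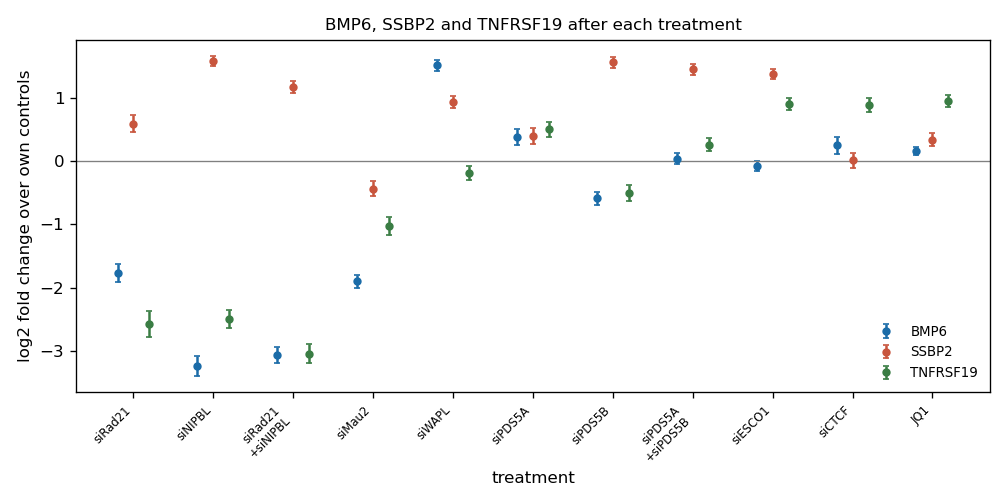
Log2 fold change of BMP6, SSBP2 and TNFRSF19 over the controls of the same experiment (vertical axis) after each of the 11 treatments (horizontal axis), with the standard error from edgeR as bars (2 libraries against 2). BMP6 is lowest after siNIPBL (-3.24), and TNFRSF19 is below 0 after siRad21 and above 0 after siCTCF.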

Rad21 peaks around TSSs were lost after siNIPBL, whereas they remained after siCTCF (red arrows), suggesting that cohesin binds at TSSs in a more CTCF-independent manner. In contrast, Rad21 peaks in BMP6’s exon, SSBP2’s intron, and the intergenic region were lost after siCTCF (black arrows). We confirmed that this tendency occurred genome-wide (Fig. 4e). siNIPBL significantly depleted cohesin peaks at upstream and exon regions, whereas siCTCF affected intron and intergenic regions. This result is reminiscent of a report using CTCF knockout mouse embryonic fibroblast (MEF) cells^41^, in which cohesin accumulated near TSSs of active genes, where the cohesin loader is also located. In the absence of CTCF, cohesin would be more correlated with gene activity and cohesin loading sites. Our results suggest that cohesin positively regulates gene expression via direct binding at TSSs. In contrast, other mechanisms (e.g., turnover and acetylation) add to the diversity of this pattern of dysregulation.

### Quantitative classification of insulation levels among boundaries

To further study the depletion effects on chromatin folding, we compared a multi-scale insulation score^42^ among samples (Fig. 5a–c). We found various patterns of insulation perturbation at TAD boundaries: (i) boundaries depleted by siRad21 and siNIPBL but not by siCTCF (cohesin-dependent); (ii) boundaries strengthened by siNIPBL and siRad21 (cohesin-separated); (iii) boundaries depleted by siRad21, siNIPBL, and siCTCF (all-dependent); and (iv) boundaries that were barely affected by any siRNA (robust). To quantify the observed patterns across the genome, we classified all boundaries into six categories based on their insulation scores (Fig. 5d and Supplementary Data 5). Whereas over half of the boundaries were annotated as “robust,” indicating their stability against reduced amounts of a targeted protein, we also identified those subcategories of boundaries that were lost or gained after depletions. Depletion of unloader proteins did not show an explicit perturbation, which is consistent with their minimal influence on the number of TADs (Fig. 3b).

**Fig. 5:**
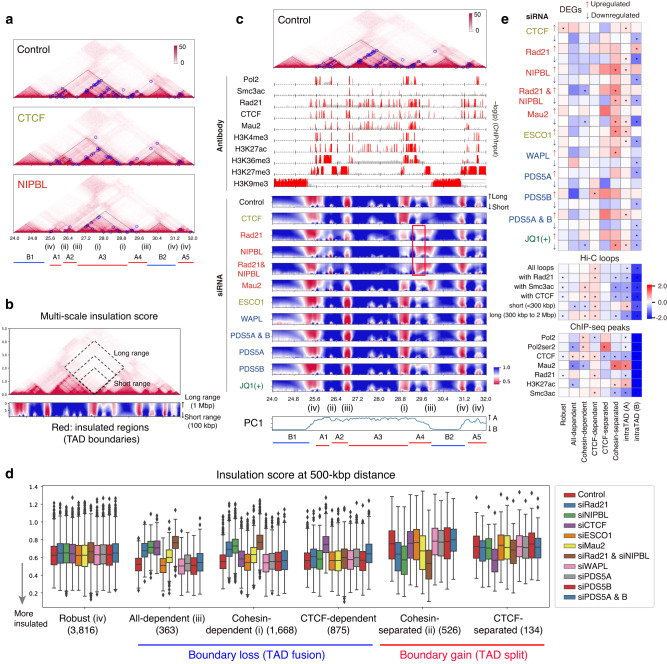
Multi-scale insulation scores reveal the diversity of insulation perturbations at TAD boundaries. **a**, **c** A representative chromosomal region (chromosome 21, 24.0–32.0 Mb). The numbers along the bottom (i–iv) indicate four of the six boundary types (see text). For clarity, the genomic region was manually classified into A1−5 (compartment A) and B1 and B2 (compartment B) based on the TAD structure. **a** Normalized Hi-C matrices. Black dashed lines and blue circles indicate TADs and loops, respectively. **b** Schematic illustration of multi-scale insulation score^42^. **c** Top: Hi-C heatmap of Control. Upper middle: ChIP-seq distribution (–log10(*p*), two-tailed binomial test, 5-kbp bin). Red regions: *p* < 10^–3^. Lower middle: Multi-scale insulation scores. Red regions indicate insulated regions (boundaries). The red rectangle indicates the long-range insulation boundaries present after siNIPBL. Bottom: Compartment PC1. **d** Insulation score distribution for six boundary types (whisker plots with median and interquartile range [IQR]). The number in parentheses below each boundary type indicates the number of boundaries identified. **e** Relative enrichment of DEGs (top), loops (middle), and ChIP-seq peaks (bottom) that overlapped the six boundary types and intraTAD regions for compartments A and B against all boundaries. *p < 0.01 (two-tailed permutation test, *n* = 1000). Source data are provided as a Source Data file.

**Fig. 6:**
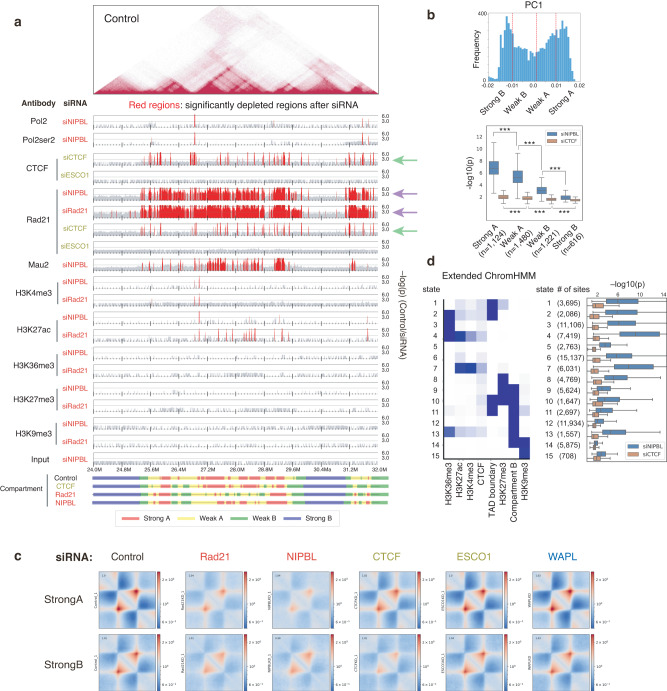
Cohesin was broadly enriched in compartment A but was not enriched in compartment B. **a** The depletion effect distribution from ChIP-seq data (–log10(p), two-tailed binomial test, 5-kbp bin) on chromosome 21, 24–32 Mbp. The colored bars (bottom) indicate the four compartment types as determined by compartment PC1 values. **b** Top: PC1 value distribution of a control Hi-C sample and the definition of four compartment types. Bottom: –log_10_(p) distribution (two-tailed binomial test, 5-kbp bin) for the depletion effect of siNIPBL and siCTCF on Rad21 ChIP-seq in the four compartment types (box plots with median and IQR). ***p < 0.0001 (two-tailed Mann–Whitney U-test). The exact p-values are shown in Source Data file. **c** Average interactions (observed/expected) in Strong A and Strong B TADs for representative samples. **d** Left: Fifteen chromatin states using extended ChromHMM, which include compartment B and boundary features. Right: Distribution of –log_10_(p) (two-tailed binomial test, 5-kbp bin) for the depletion effect of siNIPBL and siCTCF on Rad21 ChIP-seq for each state (box plots with median and IQR). Source data are provided as a Source Data file.

We then investigated the overlap among boundaries, ChIP-seq peaks, and DEGs (Figs. 5e and S7a). Whereas cohesin- and CTCF-dependent boundaries (i.e., boundaries that were lost after depletion) were enriched for loops and CTCF peaks, there were few DEGs, even though Pol2 peaks were enriched at cohesin-dependent ones. In contrast, cohesin-separated boundaries significantly overlapped with upregulated DEGs after the depletion of cohesin and loaders. At the boundaries, Mau2 peaks were strikingly enriched, but Rad21, CTCF, and loops were not, suggesting that these are cohesin loading points. This result suggests that the loss of cohesin loading at these points leads to an enhancement of insulation, which could potentially lead to dysregulation of gene expression in the surrounding region. As CTCF-separated boundaries also overlapped with DEGs (although not significantly), a gain of boundaries would be more highly correlated with upregulated DEGs than a loss of boundaries. These observations highlight the necessity of considering the boundary type based on the depletion effects of factors when investigating the association between chromatin folding and gene expression as regulated by cohesin.

In addition, CTCF-dependent and cohesin-separated boundaries occurred more frequently between compartments A and B, whereas cohesin-dependent ones occurred less frequently (Fig. S7b). This result implies that cohesin has a role in connecting neighboring TADs^18^, especially those from compartments A and B. In contrast, CTCF is involved in partitions within compartment A and, to a lesser extent, compartment B.

### Cohesin is broadly distributed in the active compartment

We next explored the genomic regions that changed significantly after depletions across the genome to investigate the correlation between the depletion effect on the epigenome and chromatin folding (Figs. 6a and S8a). To directly identify significant changes after depletion at the absolute level, we evaluated –log_10_(p) values comparing ChIP reads of control and siRNA samples under spike-in normalization^43^. As reported in previous studies^17,19^, broad histone marks (H3K36me3, H3K27me3, and H3K9me3) were not substantially affected, suggesting that the loss of TAD boundaries does not cause these histone modifications to spread. In contrast, H3K27ac marks were largely perturbed after NIPBL and Rad21 depletion, indicating that these marks can be affected by changes in intraTAD or interTAD interactions.

We next investigated the binding of cohesin and several related factors. Strikingly, we observed a broad decrease in cohesin binding after siRad21 and siNIPBL (Fig. 6a, purple arrows). In contrast, siCTCF depleted cohesin binding only at CTCF binding sites (Fig. 6a, red regions of CTCF in siCTCF, green arrows). This suggests that cohesin is located not only in peak regions as detected by peak calling but also in background regions more broadly, as assumed in the loop extrusion model^20^.

We further investigated this tendency across the genome by dividing compartments A and B into “strong” and “weak” ones based on their compartment PC1 values (Fig. 6b). The significant depletion of cohesin in the background as noted above was not detected within compartment B regions (Fig. 6a, blue bars), suggesting that there are different amounts of cohesin between compartments A and B. Genome-wide, we observed a more significant amount of cohesin, particularly in “strong A” regions (Fig. 6b). This observation is also supported by the milder loss in Strong B and a more severe loss in Strong A in intraTAD interactions under siRad21 compared to siCTCF (Figs. 6c and S8b).

We also evaluated cohesin enrichment from an epigenomic perspective using “extended ChromHMM”^44^ and found that cohesin accumulated to the highest levels at highly active sites (states 4 and 7, enriched for H3K27ac and H3K4me3; Fig. 6d). Heterochromatin regions enriched for H3K9me3 in compartment B showed subtle cohesin enrichment (state 14). In contrast, siCTCF did not show such a context-specific tendency (Fig. 6b, d), which indicates that the imbalance in the amount of cohesin between compartments A and B was retained even after the loss of CTCF-dependent boundaries. The imbalance was also observed in our biological replicate data (Fig. S8c) and also partly reported in a previous study that used calibrated ChIP-seq analysis of *Nipbl*-deleted mouse liver^18^. Consequently, our data showed that cohesin also accumulated in non-peak regions, more so in compartment A, in conjunction with gene activity. CTCF acts as an obstacle for cohesin translocation (resulting in sharp cohesin peaks at CTCF sites) but does not control the amount of cohesin on chromatin.

### InterTAD interactions are affected by context-specific depletion

In addition to the six boundary types (Fig. 5d), we also found long-range insulation boundaries that appeared after siNIPBL and siRad21 (~500 kbp; Fig. 5c, red rectangle). By visualizing the relative interaction frequency (Figs. 7a and S9a), we found that these insulation boundaries likely reflect the substantial depletion of interactions between an “active TAD” (Fig. 7a, A4, enriched by active markers H3K4me3 and H3K27ac, and Pol2) and an “inactive TAD” (Fig. 7a, B2, in compartment B, black arrows). Although a decreased interaction between active and inactive regions is consistent with compartmentalization strengthening^18^, this depletion effect was more region specific and was not symmetrical (e.g., there was a milder effect between B2 and A5; Fig. 7a). Moreover, we also observed a difference even between siRad21 and siNIPBL on interTAD interactions (e.g., A3–B2; Fig. 7a, black rectangles), despite their very similar effects on TAD and loop structures. We were, therefore, interested in the variation in perturbations of interTAD interactions among different siRNA targets.

**Fig. 7:**
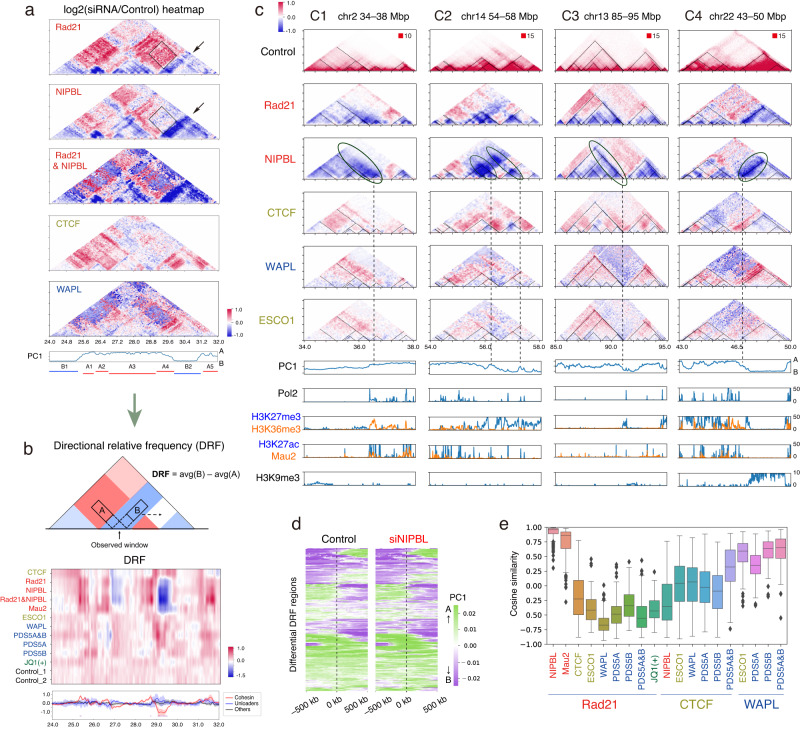
InterTAD-level insulation is increased by cohesin loss. **a** Relative enrichment of the interaction frequency (log scale) relative to control. The region and TAD labels (A1–A5, B1 and B2) are as in Fig. 4a. See Fig. S9a for all samples. **b** Top: Schematic illustration of DRF. Middle: Heatmap of DRF for depletions (row) for the same region as shown in (**a**). Bottom: Average DRF of cohesin and loaders (red), unloaders (blue), and others (black). The shaded regions indicate the 99% confidence interval. The purple lines at the bottom of the graph indicate the identified differential DRF regions. **c** Examples of differential DRF regions. Top: Normalized Hi-C matrix (control) and relative interaction frequency after depletions. The dashed black triangles indicate TADs in the control sample. Bottom: Compartmental PC1 values and ChIP-seq distribution. **d** Compartmental PC1 values for the control and siNIPBL samples centered on 241 differential DRF regions. Rows were ordered using hierarchical clustering based on the control sample. **e** The cosine similarity distribution of the relative interaction frequency between each Hi-C sample pair for all 241 differential DRF regions (~2 Mbp from the center of each region). Whisker plots with median and IQR. See Fig. S9b for all comparisons. Source data are provided as a Source Data file.

To identify the strong effect of depletions on interTAD interactions, we recently developed the directional relative frequency (DRF) approach^44^, which evaluates the directional bias of long-range depletion effects (Fig. 7b). We scanned the whole genome and identified 241 regions in which DRF values changed significantly after cohesin or loader depletion (black ovals in Fig. 7c and Supplementary Data 6). Some of these changes consisted of a decrease across broad regions (C1 and C2), whereas other regions showed a decreased interaction on one side of a TAD (C3 and C4), reminiscent of the “stripe” structure, where a loop anchor site highly interacts with entire region of a TAD^45^. Whereas stripes were reported to be near super-enhancer regions^45^, the differential DRF regions in our data were often located at the points of transition for compartmental PC1 values (dashed lines in Fig. 7c, d). Because PC1 values around these transition points were not perturbed by siNIPBL (Fig. 7d), the substantial depletion in interTAD interactions is likely to be distinct from the strengthened compartmentalization. Moreover, these interactions often increased after siRNA of the cohesin unloader WAPL; therefore, the effect was inversely correlated with depletion of cohesin and loaders. We examined this tendency across all 241 regions using cosine similarity of the relative interaction frequency and confirmed the contrasting depletion effects between cohesin/loaders and unloaders (Figs. 7e and S9b). siESCO1 showed a positive correlation with the unloaders, consistent with the role of ESCO1 with respect to facilitating loop stabilization and boundary formation^40^, which is also supported by the loop length distribution (Fig. 3d). The stochasticity of cohesin pass-through could explain this stripe-like depletion effect at CTCF roadblocks^25^. Considering that the effect is not symmetric and is one-sided, it would thus be more context specific.

### Depletion effects on long-range interactions

To further evaluate the correlation between epigenomic features and depletion effects on long-range interactions, we carried out peak-level and TAD-wide level comparisons within our Hi-C and ChIP-seq datasets. For the peak-level analysis, we applied a structured interaction matrix analysis (SIMA)^30,46^ for a distance of 500 kbp–5 Mbp and did observe a striking difference among depletions (Figs. 8a and S10a). Whereas interactions between active markers (H3K4me2, H3K4me3, H3K27ac, Med1, and Pol2) increased after both siRad21 and siNIPBL, interactions between the suppressive marker H3K27me3 and the active markers decreased only after siNIPBL. CTCF depletion increased interactions, especially between promoter markers (Pol2, H3K4me2, and H3K4me3). Again, the depletion of cohesin unloaders showed the opposite tendency relative to siNIPBL. siESCO1 affected cohesin, CTCF, and enhancer markers. We found that the difference between siRad21 and siNIPBL was mainly derived from a global increase in long-range interactions (>2 Mbp) in siRad21, corresponding to interTAD interactions (Figs. 8b and S10b). Although this increase could be involved in strengthened compartmentalization^17,18^, it does not explain the difference between siRad21 and siNIPBL. Considering that longer-range interactions require more cohesin translocation from loading points to increase the probability of loop extension, our findings suggest that a different effect between the amount of cohesin on chromatin and the frequency of cohesin loading can appear in long-range interactions.

**Fig. 8:**
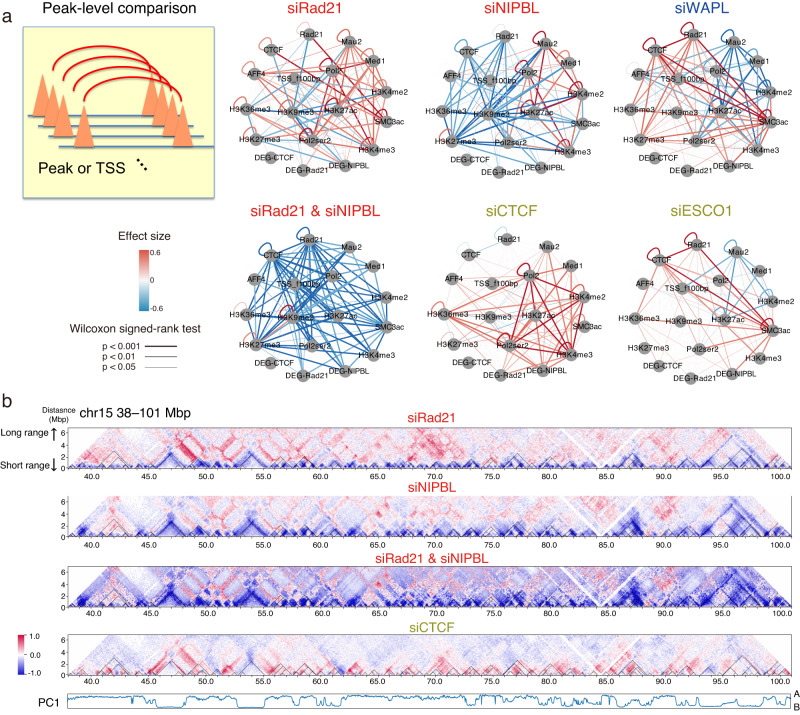
A peak-level comparison of depletion effects on long-range interactions by SIMA analysis. **a** Depletion effect on chromatin interaction (edges) between all pairwise features, including ChIP-seq peaks and the TSSs of DEGs (nodes) for six depletions as representatives. Edge color and width indicate the effect size and significance by the two-tailed Wilcoxon signed-rank test. See Fig. S10a for all samples. **b** Relative interaction frequency and compartmental PC1 values (chromosome 15, 38–101 Mb).

We also tested whether there is a region-wide depletion effect between TADs and the relationship to the epigenome. For this, we annotated all TADs with epigenomic marks and then classified all TAD pairs based on their relative change in interactions (k-means, *k* = 5; Fig. 9). There was a substantial decrease in interactions in clusters 2–4 after the depletion of cohesin and loaders (Fig. 9b, c). These clusters were enriched for interactions between active and inactive markers (Fig. 9d), consistent with the depleted long-range interactions (A4–B2 in Fig. 7a). However, the effect is different between H3K9me3 and H3K27me3, for which the depletion effect in long-range interTAD interactions was more epigenomic dependent.

**Fig. 9:**
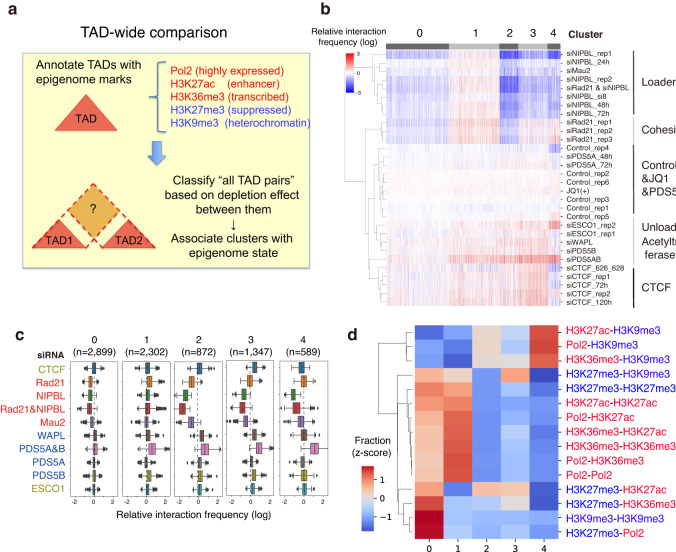
The TAD-level comparison of depletion effects on interTAD interactions as compared with epigenomic marks. **a** Schematic illustration of epigenome annotation of TADs. **b**, **c**, **d** A k-means clustering analysis (*k* = 5) of all TAD pairs based on the depletion effect on interactions between them (**b**), whisker plots with median and IQR of depletion effects on the clusters (**c**), and the fraction of the epigenomic state of TAD pairs included in the clusters (**d**). The numbers 0–4 indicate the cluster ids. Source data are provided as a Source Data file.

Lastly, we evaluated the correlation between DEGs and TAD-wide interTAD interactions. 

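RUNX1 (ENSG00000159216) lies on chromosome 21 of GRCh38 from 34787801 to 36004667, between KCNE1 (34446688 to 34512214) and DOP1B (36156782 to 36294274). RUNX1 was a DEG in 9 of the 11 treatments, 6 times upregulated and 3 times downregulated. Its largest log2 fold change was 1.36 after siMau2 (standard error 0.039, FDR = 1.79e-12, edgeR), followed by 1.08 after JQ1, 0.71 after siRad21 and 0.58 after siNIPBL, and its lowest was -0.60 after siESCO1. With all annotated genes in the test, its change after siPDS5A (-0.52) did not pass the threshold. DOP1B was downregulated in 8 treatments, with log2 fold changes of -1.45 after siESCO1 (standard error 0.061, FDR = 1.43e-10, edgeR), -1.23 after siRad21 and -1.03 after siNIPBL, and it was upregulated after JQ1 (0.58). After siCTCF, RUNX1 had a log2 fold change of 0.53 (FDR = 1.51e-03, edgeR) and DOP1B one of 0.06 (FDR = 5.89e-01, edgeR). KCNE1 had between 2 and 31 counts per library, too few for the test in 3 treatments, and passed FDR < 0.01 in none of the other 8 at this depth. Its unadjusted p was under 0.05 in 3 of these 8. The smallest FDR of KCNE1 was 2.43e-02, after siNIPBL.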

Although we found several genes for which changes in expression were consistent with a depletion effect on the interTAD interaction, the effect was not region-wide (e.g., *RUNX1* dysregulation was correlated but two neighboring DEGs, *KCNE1* and *DOP1B*, were not correlated; Fig. S11). Whether these DEGs result from TAD disruption or changes in interTAD interactions or if their expression is regulated independently via cohesin binding at TSSs or other gene-specific factors are important questions for future studies.

## Discussion

Despite multiple promising models^3,4,6,7,19^, the cooperative and distinct roles of cohesin in combination with related factors concerning chromatin folding and gene expression still need to be fully understood, especially in a context-specific manner. In this study, we generated a large-scale multi-omics dataset and developed a computational pipeline, named CustardPy, to systematically compare the effects of depleting cohesin and related factors. Although previous studies have often focused on the correlation between loop and TAD structures and gene expression, our methodology evaluates 3D features at various scales, including inter-TAD interactions. We found a variety of TAD boundaries and interTAD interactions that should be considered when investigating the functional and mechanistic relationships associated with cohesin. Whereas several studies have reported genome clustering using a single Hi-C sample—e.g., a third compartment^47^ and subcompartment analysis^48,49^—our analysis compared multiple Hi-C samples and classified genomic regions based on the variation in depletion effects among samples (i.e., multiple-pair comparison in Fig. 1a). The perturbation of long-range interTAD interactions observed in this study cannot be captured by a typical analysis that evaluates only the number/strength of TADs and loops. A limitation of our approach is the cost associated with sample generation. Multi-sample pair comparisons require the generation of numerous samples, and long-range interaction analysis requires deep sequencing, both of which are costly. Another caveat is that the inter-TAD interaction analysis is dependent on the identified TADs, which varies between the tools used for TAD calling^50^. A future approach should enable tool-independent long-range interaction analysis to provide a more impartial perspective.

Most of the cohesin-related DEGs were related to the direct binding of cohesin around TSSs, which was more likely to be CTCF-independent. Some DEGs were also enriched near cohesin-separated boundaries, in which Mau2 specifically accumulated. In contrast, the disruption of TAD boundaries was not correlated with DEGs and histone modifications. Whereas the BRD4 mutation also causes a CdLS-like syndrome^32^, there was little effect of JQ1 on chromatin folding despite the many isolated JQ1-related DEGs. 

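JQ1 changed 7146 genes at FDR < 0.01, 3647 of them upregulated and 3499 downregulated, and 1546 of these had an absolute log2 fold change of at least 1. Upregulated genes made up 51.0% of the DEGs, and 58.9% and 58.0% when the trend of each library on gene length or on GC content was removed. Both removals also centre each library on its mean, so the shift cannot be credited to length or GC content alone. The controls were those shared with siMau2 and siESCO1, and neither the labels nor the paper's text says whether they received the vehicle of JQ1, so an effect of the vehicle is not excluded from these numbers. The JQ1 list had a Simpson index from 0.119 (with the PDS5A and PDS5B co-depletion) to 0.251 (with siMau2). TXNRD1 had a log2 fold change of 1.63 (standard error 0.023, FDR = 5.44e-15, edgeR) and CCL2 one of -4.82 (standard error 0.054, FDR = 1.47e-15, edgeR).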

Considering the report that BET inhibition does not disrupt enhancer–promoter contact^51^, the CdLS phenotype might not involve the perturbation of chromatin structure but could be caused by direct transcription regulation by cohesin, e.g., by transcription machinery interacting with Pol2^7,41^.

It should be noted that the siRNA system we used in this study has several limitations, such as incomplete depletion and potential secondary effects. For example, cohesin- and CTCF-independent boundaries may be lost after extreme depletion (e.g., with the auxin-inducible degradation system^17^). To circumvent these limitations, we focused here on the context-specific variation associated with the depletion of these factors by investigating the similarity and variability of the depletion effects. We delineated the dominant factors for boundaries and interTAD interactions. In future experiments, this computational strategy should provide more insights as additional samples are analyzed using various conditions and other factors.

We demonstrated that cohesin is broadly distributed within compartment A, not only at peak sites of Rad21 or CTCF localization. Cohesin did not accumulate substantially in compartment B, where cohesin depletion had a minor effect. Because our siRNA system is independent of genomic context, this observation is unbiased and represents the distribution of cohesin abundance in the control sample. Under the loop extrusion model, cohesin distribution should have become more uniform after CTCF depletion because of the loss of cohesin stalling at CTCF sites. However, the unequal amounts of cohesin between compartments A and B were retained after siCTCF. In contrast, the interactions between neighboring TADs increased with the depletion of CTCF-dependent boundaries (e.g., Fig. 7a). Therefore, the amount of cohesin on the genome is not merely derived from loop extrusion but also is affected by the genomic context. How genomic segmentation within the whole genome is regulated by loop extrusion and other mechanisms remains an essential question for future studies.

## Methods

### Cell culture and siRNA

We used the siRNA system for depletion, as the auxin-inducible degradation system reduces protein levels even in the absence of auxin, which is unsuitable as a control^40^. RPE cells^3^ were cultured in DMEM (Wako) supplemented with Penicillin-Streptomycin-l-Glutamine Solution (Wako), 10% fetal bovine serum (Biosera), and 20 mM HEPES-KOH (pH 7.4). All siRNA transfections were performed using Lipofectamine RNAiMAX (Thermo Fisher Scientific) and the manufacturer’s protocol 2 or 3 days before sample preparation, with a final RNA duplex concentration of 50 nM. The siRNA sequences are shown in Supplementary Data 7 and are the same as those described previously^28,52^. For inhibition of BET family proteins, cells were treated with JQ1 (Selleck Chemicals) for 6 h at a 1 μM final concentration. 

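For the 2 RNA-seq libraries treated with JQ1, the labels of the deposited samples give a dose of 1 mM where the methods of the paper give 1 μM. The values reported for JQ1 come from these 2 libraries, whichever dose was used.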

We labeled JQ1-treated and the corresponding control samples as JQ1(+) and JQ1(–), respectively.

### Antibodies

Antibodies used for ChIP and immunoblotting were as follows. Antibodies against histone H3 lysine-27 acetylation (H3K27ac)^53^, H3 lysine-4 trimethylation (H3K4me3), H3 lysine-9 trimethylation (H3K9me3), H3 lysine-36 trimethylation (H3K36me3), and Pol2ser2 were provided by Dr. Kimura (Tokyo Institute of Technology, Tokyo, Japan). We also used antibodies against Rad21, Smc3ac, and ESCO1, which were described previously^52^. Antibodies against NIPBL (A301-779A, BETHYL), Mau2 (ab46906, abcam), CTCF (07-729, Merck), BRD4 (A301-985A50, BETHYL), AFF4 (A302-538A, BETHYL), Pol2 (14958, Cell signaling technology) and H3 lysine-27 trimethylation (H3K27me3, ab192985, abcam) were used for ChIP. Antibodies against NIPBL (sc-374625, Santa Cruz Biotechnology), α-tubulin (T6074, Merck), WAPL (16370-1-AP, Proteintech), PDS5A (A300-088A, BETHYL), PDS5B (ab70299, abcam), and CTCF (3417, Cell Signaling Technology) were used for immunoblotting. The mouse monoclonal antibody against Mau2 was generated using a synthetic peptide corresponding to residues 596–613 (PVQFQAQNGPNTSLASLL) of human Mau2 and used for immunoblotting. Antibody dilutions for immunoblotting were 1:500 (NIPBL and ESCO1) and 1:1000 (all other antibodies).

### Protein analysis

Cells were lysed with lysis buffer (20 mM HEPES-KOH, pH 7.5; 100 mM NaCl; 10 mM KCl; 10% glycerol; 340 mM sucrose; 1.5 mM MgCl_2_; 10 mM sodium butyrate; 0.25% Triton X-100; 1 mM dithiothreitol; 1× cOmplete protease inhibitor cocktail [Roche]) as described^28^. The resulting lysate was mixed with SDS-PAGE sample buffer (50 mM Tris–HCl, pH 6.8; 2% SDS; 0.005% bromophenol blue; 7% glycerol; 5% 2-mercaptoethanol) and boiled for 5 min. The proteins were analyzed with a Mini-PROTEAN Tetra Vertical Electrophoresis Cell (Bio-Rad) following the manufacturer’s protocol.

### In situ Hi-C

We used the in situ Hi-C protocol as described in Rao et al.^48^. In brief, ~3 × 10^6^ RPE cells were crosslinked with 1% formaldehyde for 10 min at room temperature, followed by an additional 5 min with 200 mM glycine in phosphate-buffered saline (PBS). Fixed cells were permeabilized in Hi-C lysis buffer (10 mM Tris–HCl, pH 8.0; 10 mM NaCl; 0.2% Igepal CA630; 1× protease inhibitor cocktail [Sigma]) on ice. The cells were treated with 100 U of MboI (New England Biolabs) for chromatin digestion, and the ends of digested fragments were labeled with biotinylated nucleotides followed by ligation. After DNA reverse crosslinking and purification, ligated DNA was sheared to a size of 300–500 bp using a Covaris S2 focused-ultrasonicator (settings: Duty Cycle, 10%; Intensity, 4; Cycles per Burst, 200; Duration, 55 s). The ligated junctions were then pulled down with Dynabeads MyOne Streptavidin T1 beads (Thermo Fisher Scientific). The pulled-down DNA was end-repaired, ligated to sequencing adaptors, amplified on beads, and purified using a Nextera Mate Pair Sample Preparation kit (Illumina) and Agencourt AMPure XP (Beckman Coulter). DNA was then sequenced to generate paired-end 150-bp reads using the Illumina HiSeq-2500 or X Ten system.

### Hi-C analysis by CustardPy

We developed various custom scripts for this study, most of which were integrated into the Hi-C analysis pipeline CustardPy (https://custardpy.readthedocs.io). It is written in Python3.7 and is available using the Docker system (https://www.docker.com/). CustardPy is designed to compare multiple Hi-C samples to evaluate the variation of depletion effects across multiple proteins (Fig. 1a), and all the tools used for Hi-C analysis described below are included in the latest version of the CustardPy docker image (version 1.2.0, https://hub.docker.com/r/rnakato/custardpy).

### Hi-C data processing with Juicer

Sequenced reads were processed using Juicer version 1.5.7 and Juicer tools version 1.9.9^54^, with TADs and loops defined as in Rao et al.^48^. The detailed steps were as follows. Sequenced paired-end reads were mapped by BWA version 0.7.17^55^ and converted to BAM format using Samtools v1.15 (http://www.htslib.org/). We then generated contact map files with square root vanilla coverage (VC_SQRT) normalization. We used 25-kbp resolution maps unless otherwise described. We called TADs using the Juicer tools *Arrowhead* command. Because the obtained TADs can be nested, we also generated a list of non-overlapping TADs by segmenting the genome based on all TAD boundaries. TAD boundaries were defined as edges for all annotated TADs. Loops were called at 5-kbp, 10-kbp, and 25-kbp resolution by the Juicer tools *HiCCUPS* command. To obtain peak-overlapping loops (Fig. 4c), we used BEDTools v2.28.0 (https://bedtools.readthedocs.io/en/latest/) and extracted loops for which both anchor sites overlapped with the peaks. High-resolution data that combined all replicates were generated by *mega.sh* script provided in Juicer. Eigenvector (PC1) values for compartment analysis were calculated by HiC1Dmetrics^44^ because the *Eigenvector* command in Juicer tools sometimes failed. For allele-specific Hi-C analysis of chromosome X, we obtained single-nucleotide polymorphism data for RPE cells from Darrow et al.^56^, which was then converted to genome build hg38 by the liftOver tool (https://genome-store.ucsc.edu/). We modified the *diploid.sh* script provided by Juicer and made interaction map files for active and inactive chromosome X.

The samples and mapping statistics are summarized in Supplementary Data 1. As we generated six replicates as control samples, we merged them into a single high-resolution Hi-C data. We used it to obtain reference data for the TADs, loops, and compartments. For the comparative analysis, we normalized Hi-C matrices based on the number of mapped reads on each chromosome. Therefore, the tendency for increases and decreases is relative; increased long-range interactions might be compensated for by increased short-range interactions^57^. siRad21 and siNIPBL were most affected by this fact, because almost all TADs and loops were depleted after these treatments. Therefore, our analysis focused on the variation of depletion effects across samples to capture the context-specific tendency, rather than translating the biological meaning of increased/decreased interactions.

### Hi-C data processing with other tools

To evaluate the quality and reproducibility of our Hi-C data, we used 3DChromatin_ReplicateQC^58^, which internally implements QuASAR^59^ and HiCRep^60^. Because of the large computational complexity involved, we used only chromosomes 21 and 22 with a 50-kbp bin for the quality evaluation. We confirmed that all of our Hi-C data had sufficient quality (QuASAR-QC scores > 0.05; Supplementary Data 1). HiCRep was used to evaluate the overall similarity of the depletion effects among our Hi-C samples by calculating a stratum-adjusted correlation coefficient that captures the similarity of chromatin features including TADs and loops. We used Cooler^61^ and cooltools (https://cooltools.readthedocs.io/) for APA plots, plots of average TAD data, and saddle plots. We used GENOVA^62^ to calculate the compartment strength. The Hi-C matrices with ChIP-seq distributions were visualized using CustardPy commands.

### Structured interaction matrix analysis (SIMA)

To explore interactions between specific chromatin features (e.g., ChIP-seq peaks), we used a SIMA^46^ implemented in HOMER (http://homer.ucsd.edu/homer/). SIMA assembles information for multiple occurrences of each feature, providing an overview of Hi-C interactions associated with a genomic feature between each pair of specified domains. In this study, the genomic features included the ChIP-seq peak list (AFF4, CTCF, H3K27ac, H3K27me3, H3K36me3, H3K4me3, H3K4me2, Smc3ac, Mau2, Med1, Pol2, Pol2ser2, and Rad21), and TSSs of DEGs (siCTCF, siNIPBL, siRad21). Domains of interest were defined as TAD lists, and the distance between two TADs was specified to be <5 Mbp, <2 Mbp, or 2 to <5 Mbp with ‘-max -min’ parameters. By comparing the background model, we obtained an enrichment score, representing the degree to which a genomic feature pair was enriched in the Hi-C interactions between two TADs. To compare differences in enrichment scores between cohesin-knockdown and control Hi-C samples, we used the paired Wilcoxon signed-rank test to calculate the p-value and effect size for each genomic feature pair, as described^30^. We used Cytoscape v3.8.2 (https://cytoscape.org/) to visualize the results.

### Multi-scale insulation score

CustardPy calculates a multi-scale insulation score as described^42^. In brief, the insulation score was calculated at a resolution of 25 kbp as the log-scaled relative contact frequency across pairs of genomic loci located around the genomic positions from 100 kbp to 1 Mbp. The 500-kbp distance was used in the single insulation score analysis. For the classification of insulation boundaries into six types, we used the following criteria based on this 500-kbp insulation score:

1. if(siNIPBL – control) > *T*_ins_ and if(siCTCF – control) > *T*_ins_: “all-dependent”
2. else if(siNIPBL – control) > *T*_ins_ or if(siRad21 – control) > *T*_ins_: “cohesin-dependent”
3. else if(siCTCF – control) > *T*_ins_: “CTCF-dependent”
4. else if(control – siCTCF) > *T*_ins_: “CTCF-separated”
5. else if(control – siNIPBL) > *T*_ins_ or if(control – siRad21) > *T*_ins_: “cohesin-separated”
6. else if(siNIPBL – control) <*T*_ins_ and if(siCTCF – control) <*T*_ins_ and if(siCTCF – control) < *T*_ins_: “robust”

where we set *T*_ins_, the threshold of the insulation score, as 0.13. We excluded siMau2 as a criterion because it had a smaller effect than siNIPBL and siRad21 on the insulation score. We excluded chromosomes X and Y and the mitochondrial genome from this boundary analysis. The obtained six boundary types are summarized in Supplementary Data 5.

### Directional relative frequency (DRF)

CustardPy can calculate the DRF that identifies the directional bias of depletions on interTAD interactions^44^. DRF measures the bias in the relative interaction frequency *M* = log(*C*_siRNA_) – log (*C*_control_) between regions up- and downstream of each genomic region, where *C* is a normalized contact matrix. Therefore, the DRF can be calculated by

1 $${{{{{{\rm{DRF}}}}}}}_{i}=\mathop{\sum }\limits_{j={l}_{\min }}^{{l}_{\max }}{M}_{i,i+j}-\mathop{\sum }\limits_{j={l}_{\min }}^{{l}_{\max }}{M}_{i,i-j},$$

Where *l*_min_ and *l*_max_ indicate the range of the interaction. In this study, we set *l*_min_ = 500 kbp and *l*_max_ = 2 Mbp.

To obtain differential DRF regions, we classified Hi-C samples as “cohesin and loaders,” “cohesin unloaders,” and “others (including control)”. We then calculated the average DRF values and 99% confidence intervals (CIs) for each region. We used these values to identify the regions that satisfied the following criteria: the 99% CI ranges of “cohesin and loaders” and “others” did not overlap, and the average DRF value of “cohesin and loaders” was > *T*_DRF_ or <–*T*_DRF_, where *T*_DRF_ refers to the DRF threshold. We set *T*_DRF_ = 0.7 in this study. The obtained differential DRF regions are summarized in Supplementary Data 6.

### RNA-seq

Total RNA was isolated using Trizol (Thermo Fisher Scientific) and a Nucleospin RNA kit (Macherey-Nagel). rRNA was removed with the Ribo-Zero Gold rRNA Removal kit (Illumina), followed by sequencing library preparation with the NEBNext Ultra Directional RNA Library Prep kit for Illumina (New England Biolabs). Single-end 65-bp reads were sequenced by the Illumina HiSeq-2500 system. Sequenced reads were mapped to the human reference sequence (GRCh38) by STAR version 2.7.3a^63^ with the following options “SortedByCoordinate --quantMode TranscriptomeSAM --outSAMattributes All”. The samples and mapping statistics are summarized in Supplementary Data 2. The gene expression levels were estimated by RSEM version 1.3.1^64^ with the option “--estimate-rspd --strandedness reverse”. We used DESeq2^65^ to identify DEGs (protein-coding genes, false discovery rate [FDR] <0.01). We focused on protein-coding genes to avoid the effects of repetitive non-coding RNAs.

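Of the 60607 genes in each table, 60437 matched the GENCODE release 44 annotation and 19928 were protein-coding by it. The 170 unmatched genes held at most 0.36% of the counts of a library. Protein-coding genes held between 82.6% and 91.4% of the expected counts per library, with medians of 88.15% in the first experiment, 83.5% in the second and 85.55% in the third.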

To mitigate the indirect effect and the technical variances, we generated the list of DEGs by merging the top-ranked 1000 DEGs from each pairwise comparison between each siRNA and the controls. For clustering RNA-seq samples based on DEGs, we used the Simpson index to compare the binary overlap of DEGs. 

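The control groups of the 3 experiments differed from each other in many genes. At FDR < 0.01, 1834 protein-coding genes differed between the control groups of experiments 1 and 2, 5494 between those of experiments 1 and 3, and 2559 between those of experiments 2 and 3. The median absolute log2 fold change over all genes tested was 0.232, 0.272 and 0.227 for these comparisons.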

We did not adopt quantitative clustering using the z-score of gene expression level because we prepared the RNA-seq samples by three different experiments, each with control samples, and the quantitative analysis would be more affected by the technical variations due to sample preparation. For clustering DEGs, we generated DEG vectors of each depletion containing {1: upregulated, −1: downregulated, 0: not included} and created a matrix by combining the vectors of all depletions. We applied K-means clustering to the matrix and classified the DEGs into 20 clusters. We used clusterProfiler^66^ for the GO enrichment analysis.

### Spike-in ChIP-seq

Chromatin preparation for ChIP was performed as described^7^. In brief, ~8 × 10^6^ RPE cells were crosslinked with 1% formaldehyde for 10 min at room temperature, followed by an additional 5 min with glycine in PBS added at a final concentration of 125 mM. Fixed cells were lysed in LB1 (50 mM HEPES-KOH, pH 7.4; 140 mM NaCl; 1 mM EDTA; 10% glycerol; 0.5% NP-40; 0.25% Triton X-100; 10 mM dithiothreitol; 1 mM PMSF) on ice. The lysate was washed sequentially with LB2 (20 mM Tris-HCl, pH 8.0; 200 mM NaCl; 1 mM EDTA; 0.5 mM EGTA; 1 mM PMSF) and LB3 (20 mM Tris-HCl, pH 7.5; 150 mM NaCl; 1 mM EDTA; 0.5 mM EGTA; 1% Triton X-100; 0.1% sodium deoxycholate; 0.1% SDS; 1× cOmplete protease inhibitor cocktail [Roche]) on ice. The lysate was resuspended in LB3 and sonicated using a Branson Sonifier 250D (Branson) for chromatin shearing (12 sec with amplitude set at 17% of the maximum amplitude, six times). In addition, lysate containing fragmented chromatin was also prepared from ~2 × 10^6^ mouse cells (C2C12) with the same procedures. Human cell lysate and mouse cell lysate (as a spike-in internal control) were combined (~4:1 ratio) and incubated with protein A or G Dynabeads (Thermo Fisher Scientific) conjugated with 2 μg of the relevant antibodies for 14 h at 4 °C. The beads were then washed five times with cold RIPA wash buffer (50 mM HEPES-KOH, pH 7.4; 500 mM LiCl; 1 mM EDTA; 0.5% sodium deoxycholate; 1% NP-40) and once with cold TE50 (50 mM Tris-HCl, pH 8.0; 10 mM EDTA). Material captured on the beads was eluted with TE50 containing 1% SDS. The eluted material and input were incubated for 6 h at 65 °C to reverse crosslinks. They were then treated with 100 ng RNaseA (Roche) for 1 h at 50 °C, followed by treatment with 100 ng Proteinase K (Merck) overnight at 50 °C. The input and ChIP DNA were then purified with a PCR purification kit (Qiagen). DNA from the ChIP and input fractions was end-repaired, ligated to sequencing adaptors, amplified, and size-selected using NEBNext Ultra II DNA Library Prep kit for Illumina (New England Biolabs) and Agencourt AMPure XP (Beckman Coulter). DNA was then sequenced to generate single-end 65-bp reads using the Illumina HiSeq-2500 and NextSeq 2000 systems.

Reads were aligned to the human genome build hg38 and mouse genome build mm10 using Bowtie2 version 2.4.1^67^ with default parameters. Quality assessment was performed with SSP version 1.2.2^68^ and DROMPAplus version 1.12.1^69^. Spike-in read normalization, peak calling, and visualization were performed with DROMPAplus. The mapping statistics, quality values, and scaling factors for spike-in normalization are summarized in Supplementary Data 3. The default parameter set was used for peak calling (100-bp bin, --pthre_internal 5, --pthre_enrich 4) except for H3K9me3 (--pthre_internal 1 --pthre_enrich 2) due to the lower signal-to-noise ratio. For read visualization, we displayed –log_10_(p) scores of ChIP/input enrichment (--showpenrich 1 option), which is recommended for distinguishing the signal from the noise^70^.

### Permutation test for overlapping analysis

To compare the overlapping ratio of TSSs of DEGs and ChIP-seq peaks, Hi-C loops, and insulation boundaries, we implemented a permutation test (*n* = 1000) that compared the relative overlap frequency against the background distribution. As a background, we used all DEGs obtained by DESeq2 (11,345 genes, FDR < 0.01) for DEGs and all boundaries (7421) for the six types of boundaries. 

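The union of the DEGs of the 11 treatments at FDR < 0.01 held 12333 genes with edgeR and 11318 with DESeq2.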

We randomly picked up the same number of genes or boundaries from the background in each permutation and generated the frequency distribution. For the boundary analysis, we counted DEGs and the peaks that overlapped within 50 kbp of them.

### Correlation of interactions with epigenomes

For interTAD interaction comparisons, we extracted all TAD regions with widths of >100 kbp and annotated them using the epigenomic marks (H3K36me3, H3K27me3, H3K9me3, and Pol2) if the marks covered >40.0% of the TAD length. To avoid a low read coverage at long-range distances and the technical effect derived from the different resolutions of Hi-C matrices, we used the log-fold change log_2_(*N*_siRNA_/*N*_control_) where *N*_siRNA_ and *N*_control_ indicate the total number of fragments mapped within the interTAD regions between a TAD pair (with ≤2 Mbp between them) annotated with the epigenomic marks. We calculated scores for each TAD pair and applied k-means clustering (*k* = 5). Then we calculated the z-score–normalized fraction of epigenomic status for the TAD pairs included in each cluster to estimate the epigenomic-dependent depletion effect of interTAD interactions.

### Extended ChromHMM

Our previous study showed that several one-dimensional metrics for Hi-C data are effective for annotating chromatin states in detail^44^. In this study, we added CTCF, TAD boundaries, and compartment information in addition to five core histone marks (H3K4me3, K3K27ac, H3K27me3, H3K36me3, and H3K9me3) to ChromHMM and annotated 15 chromatin states.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

### Source data

Source Data

## Data Availability

The human reference genome hg38 was obtained from the UCSC Genome Browser (https://genome.ucsc.edu/). The raw sequencing data and processed files for the Hi-C, RNA-seq, and ChIP-seq data from this study have been submitted to the Gene Expression Omnibus (GEO) under the accession number GSE196450. The .hic files of the merged Hi-C samples and the reference TAD and loop files are also available on GSE196034. The reference data of TAD and loops obtained from the merged control sample are available on Zenodo (10.5281/zenodo.8218447). Source data are provided with this paper.

# Supplementary material for: Context-dependent perturbations in chromatin folding and the transcriptome by cohesin and related factors
**Source:** Nat Commun. 2023 Sep 19;14:5647. doi: 10.1038/s41467-023-41316-4
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTAL FIGURES**

### **Context-dependent perturbations in chromatin folding and the transcriptome by cohesin and related factors**

**Ryuichiro Nakato<sup>1,§,\*</sup>, Toyonori Sakata<sup>2,3,§</sup>, Jiankang Wang<sup>4</sup>, Luis Augusto Eijy Nagai<sup>1</sup>, Yuya**

**Nagaoka<sup>1</sup>, Gina Miku Oba<sup>1</sup>, Masashige Bando<sup>2</sup> and Katsuhiko Shirahige<sup>2,3,\*</sup>**

Stockholm, Sweden.

§These authors contributed equally to this work.

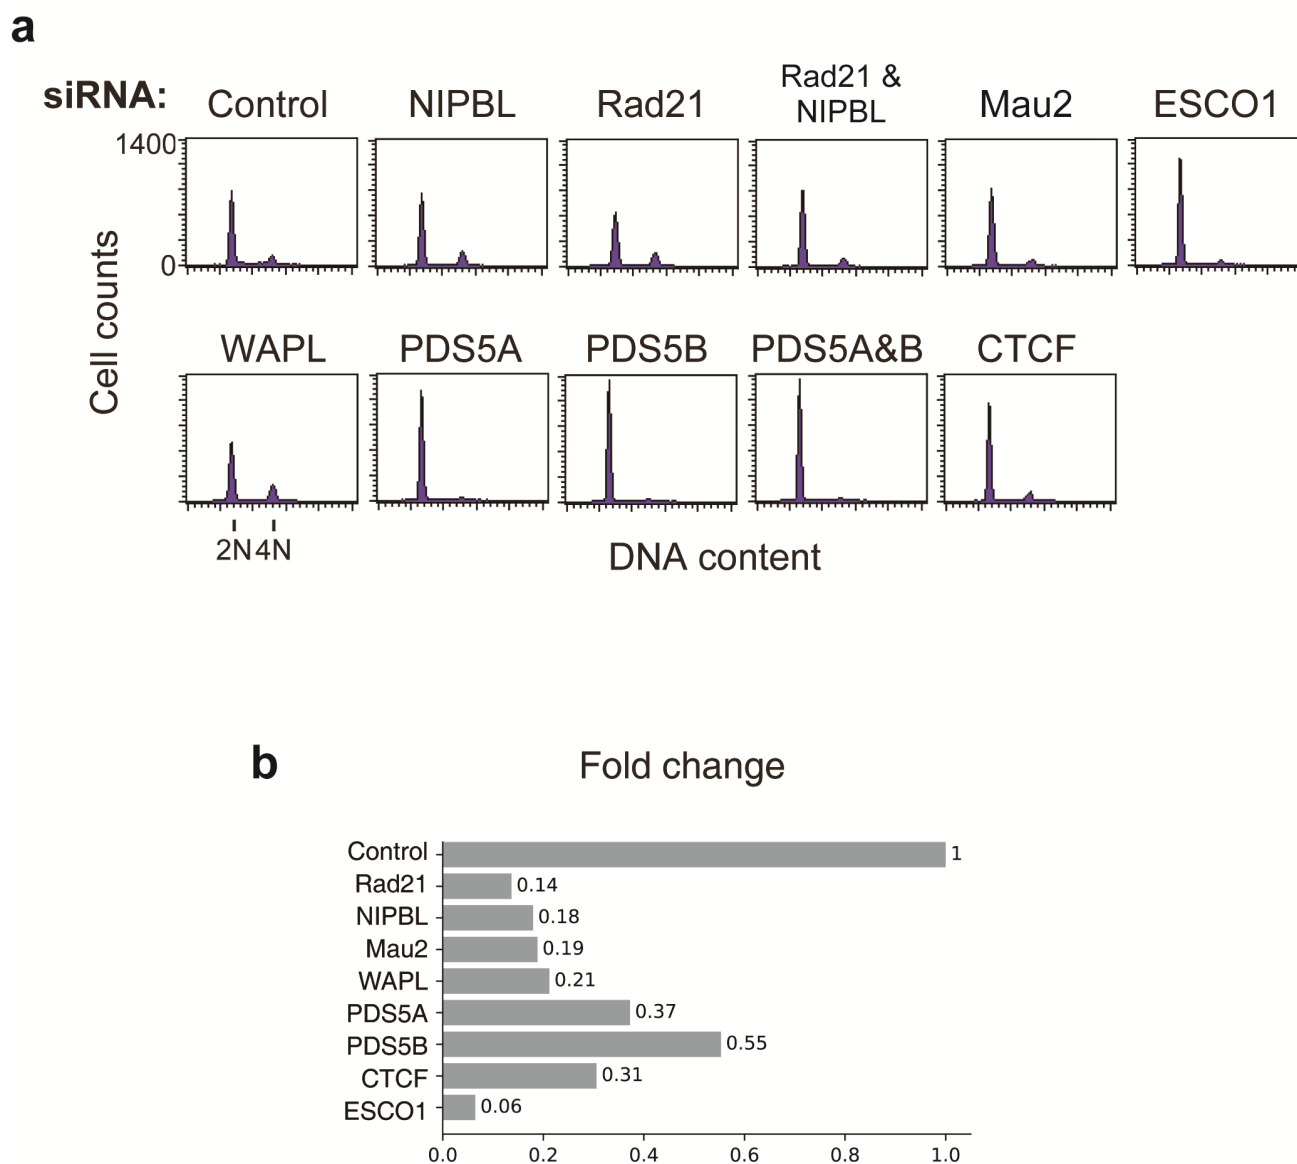

**Figure S1. siRNA sample information.** (a) Fluorescence-activated cell sorting plots for all depletions. Representative samples are shown. (b) Quantitative ratio of depletion efficiency evaluated by ImageJ (<https://imagej.net/ij/>) from the Immunoblots.

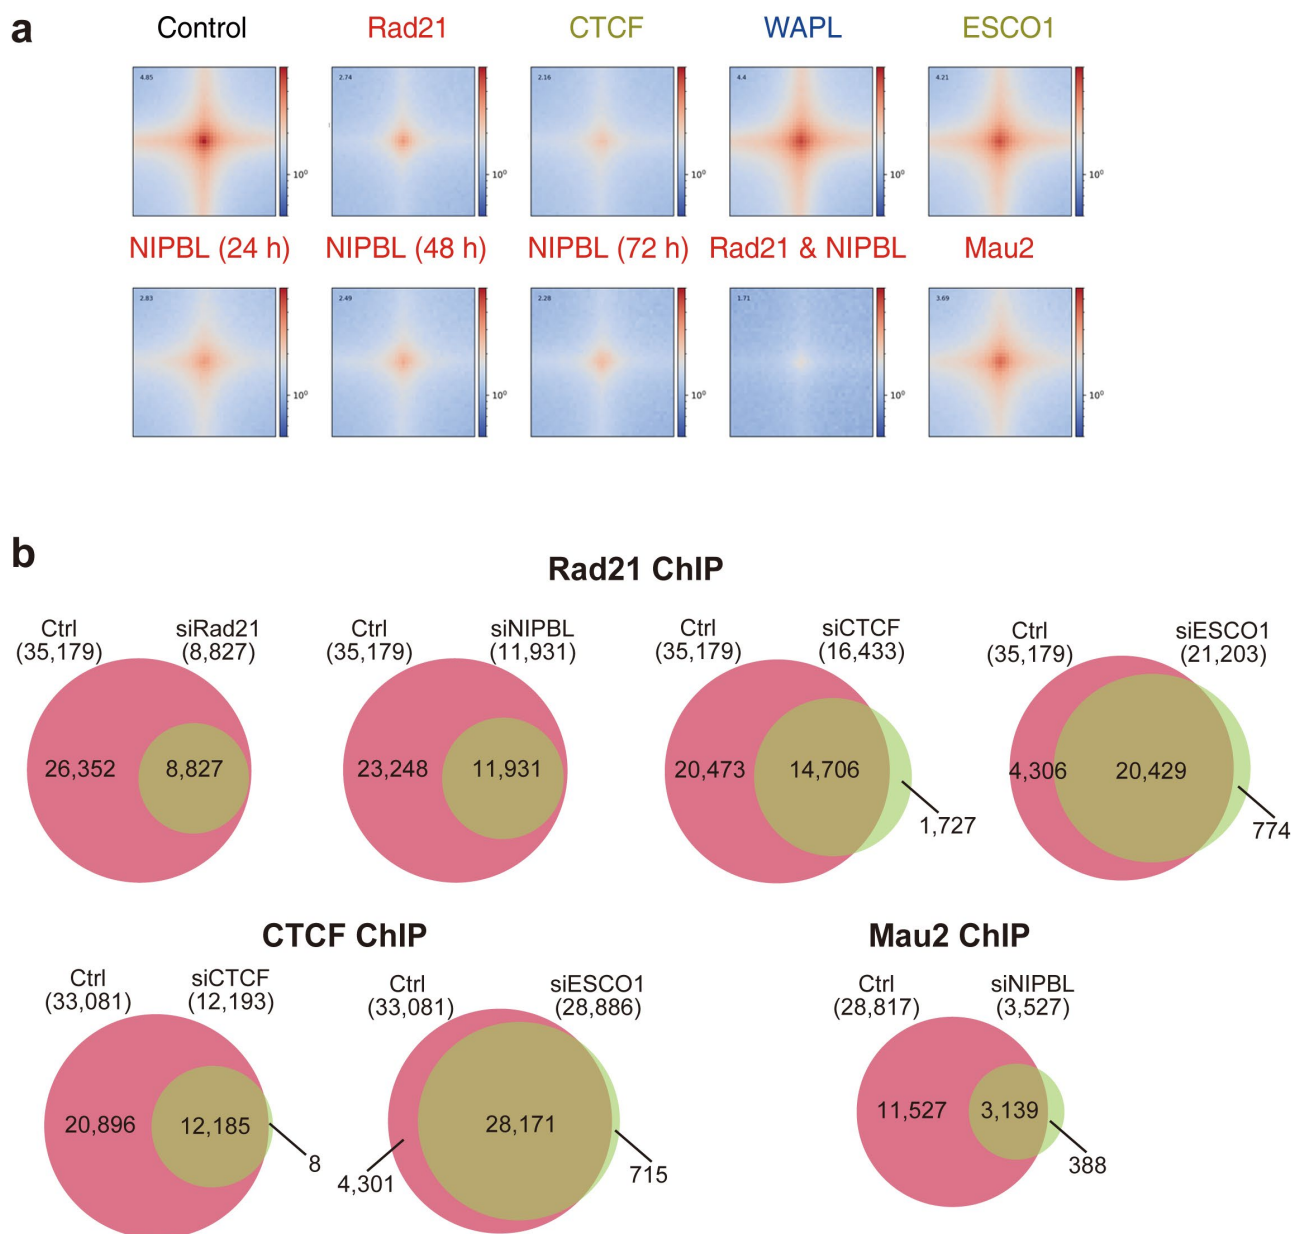

**Figure S2. Depletion effects on Hi-C and ChIP-seq peaks. (a)** Aggregate peak analysis (APA) of all loops in control cells and in siRNA-treated cells after Hi-C analysis. For NIPBL depletion, three different time points were assessed. In siNIPBL with the 24 h treatment (bottom left), the chromatin loop strength remained more than that with the 48 h and 72 h treatments, suggesting an insufficient depletion effect. **(b)** Peak overlap between control and siRNA-treated samples (Rad21, CTCF, and Mau2 ChIP). The numbers in parentheses indicate the number of peaks in each sample.

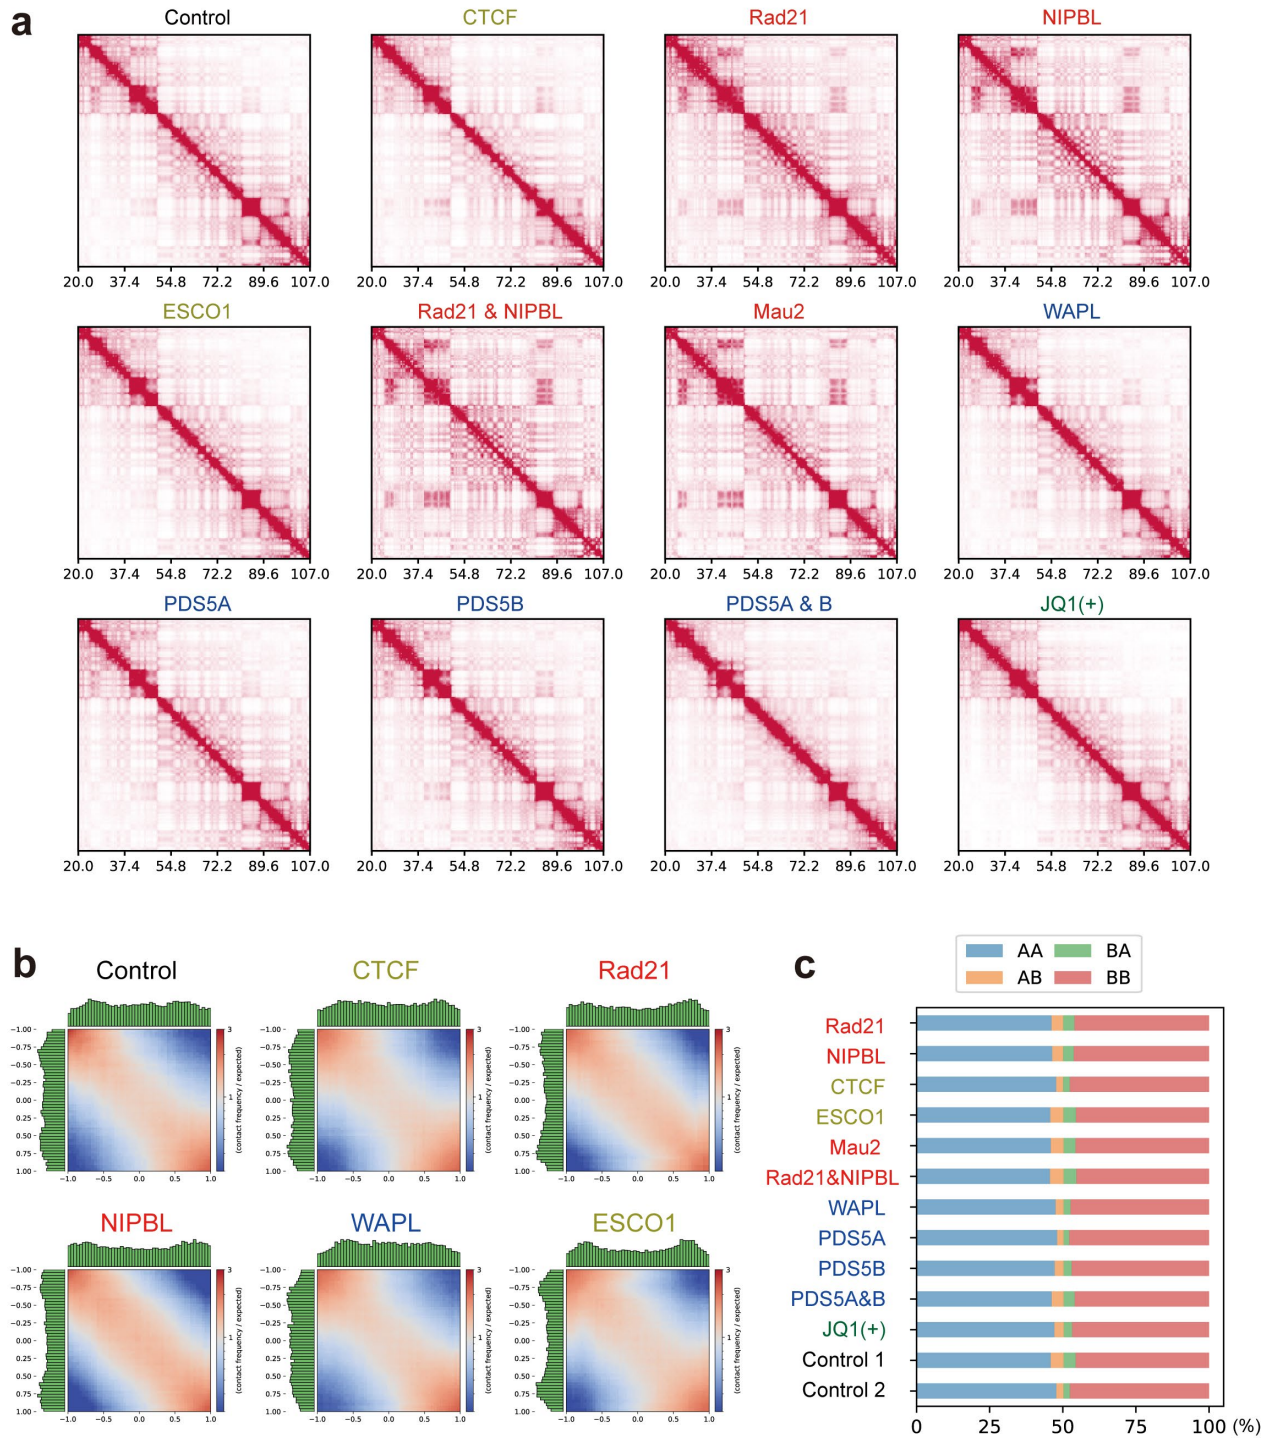

**Figure S3. Compartment strength and switching. (a)** Hi-C maps of a representative chromosomal region (chromosome 14, 20.0–107.0 Mb). Depletion of cohesin and loaders resulted in increases in long-range interactions within compartments A and B, visible here as a plaid (or checkerboard) pattern. **(b)** Saddle plots evaluated compartmentalization strength. Average interaction frequencies between pairs of loci were sorted by their compartment PC1 values (green histogram). **(c)** The fraction of compartment switching. A, compartment A; B, compartment B. Two control replicates are shown as negative controls.

**a**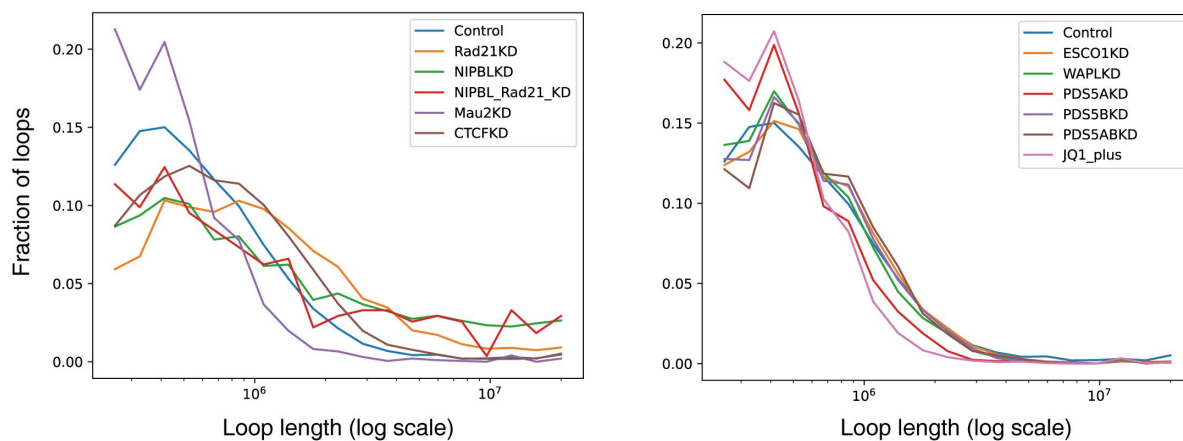**b****Xi**

siRNA: Control

Rad21

NIPBL

CTCF

ESCO1

DXZ4

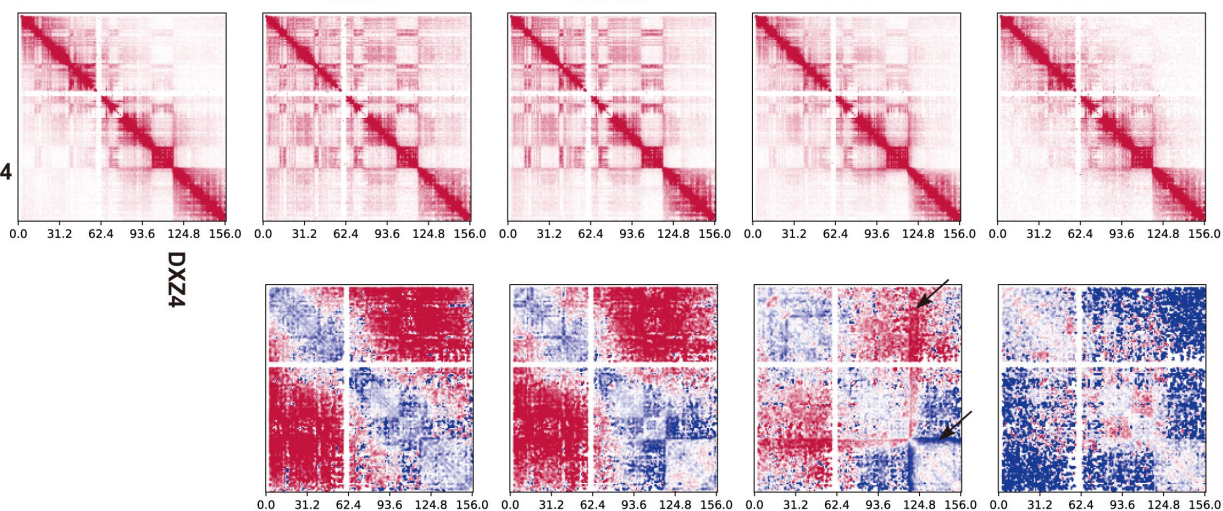**c****Xa**

siRNA: Control

Rad21

NIPBL

CTCF

ESCO1

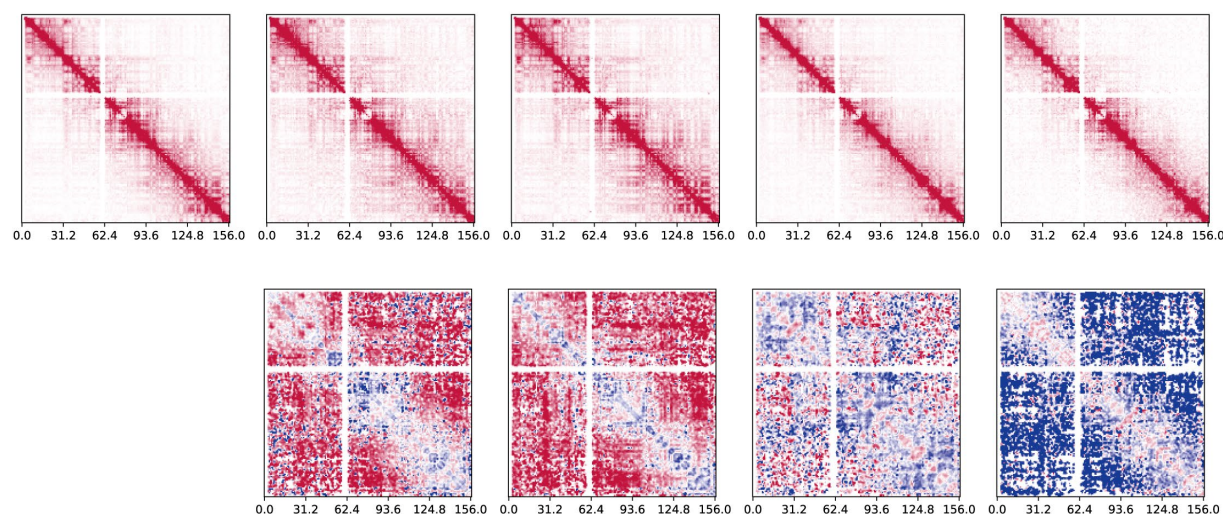

**Figure S4. Loop length distribution and depletion effect on active and inactive chromosome X.**

**(a)** Loop length distribution corresponding to Figure 3d. **(b, c)** Allele-specific Hi-C analysis of **(b)** inactive chromosome X (Xi) and **(c)** active chromosome X (Xa). The microsatellite repeat DXZ4 indicates the boundary of the two megadomains. Top: Normalized heatmaps. Bottom: Relative enrichment of the interaction frequency (log scale) relative to control. In Xi **(b)**, the interaction within the smaller megadomain (lower right of the heatmaps) was less affected in all samples.

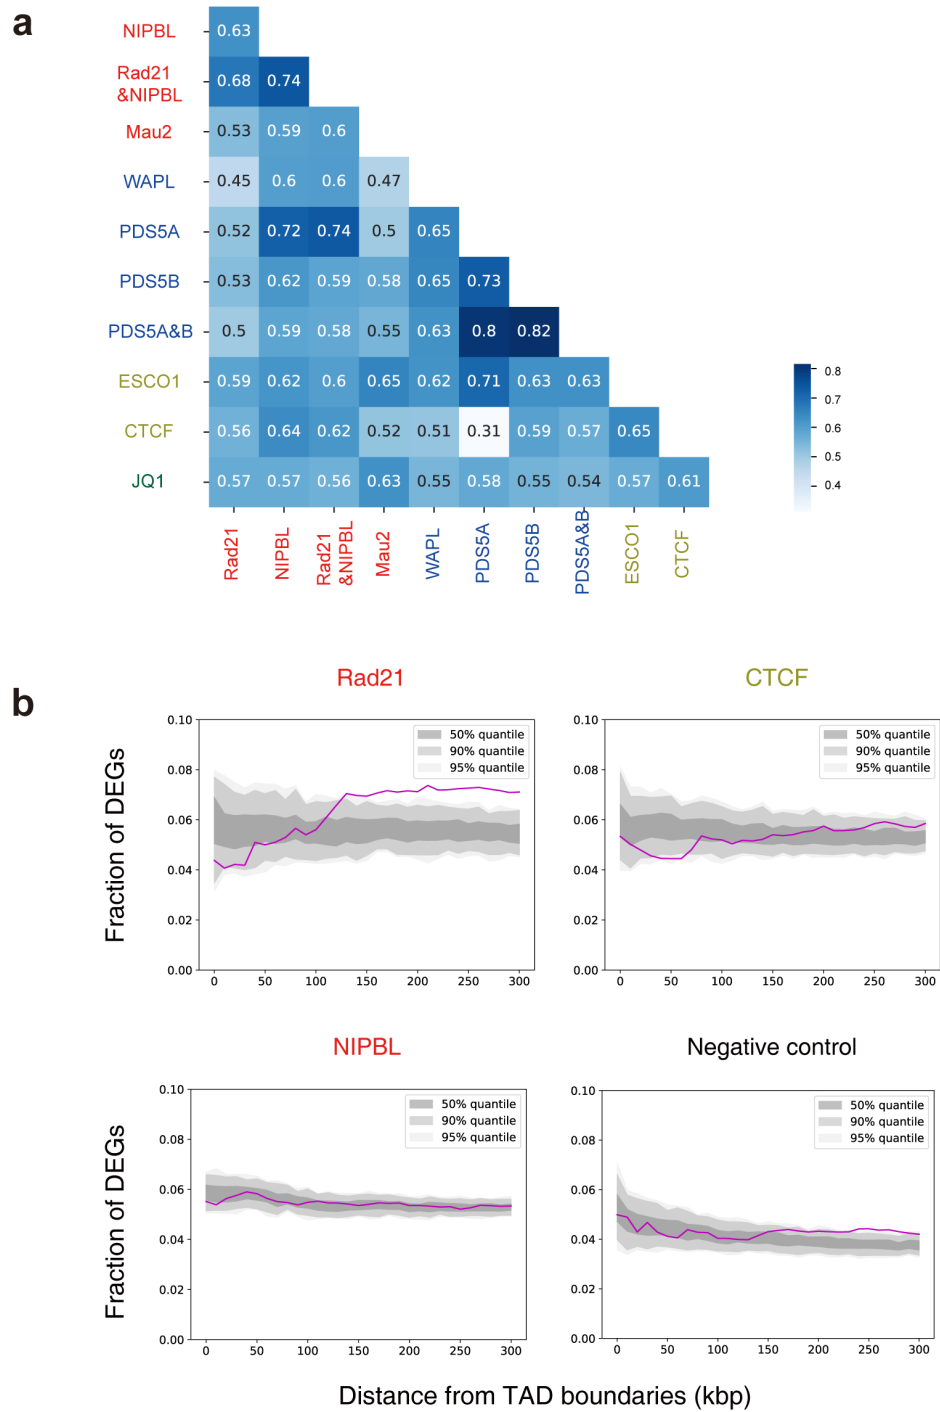

**Figure S5. Comparative analysis of siRNA effects on the transcriptome. (a)** Correlation heatmap based on Simpson index (overlap of all DEGs, FDR < 0.01) for all sample pairs. **(b)** The proximity of DEGs to disrupted TAD boundaries for siRad2, siCTCF, siNIPBL, and the negative control (DEGs from siMau2 against disrupted boundaries from siCTCF). Purple lines indicate the fraction of DEGs at varying distances from disrupted TAD boundaries. Gray ribbons indicate the 50, 90, and 95% percentiles from random boundaries.

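With all DEGs at FDR < 0.01 in the lists, the mean Simpson index was 0.668 among cohesin and loaders, 0.735 among unloaders, 0.589 for siCTCF with the others and 0.616 for JQ1 with the others. The index divides by the smaller list, and the lists of siPDS5A (1287 genes) and siCTCF (1851 genes) were several times shorter than the others. Lists this long share many genes by chance, since up to 55.7% of the genes tested were DEGs (JQ1). No chance level was computed for these indices, so their height alone does not show a relation.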

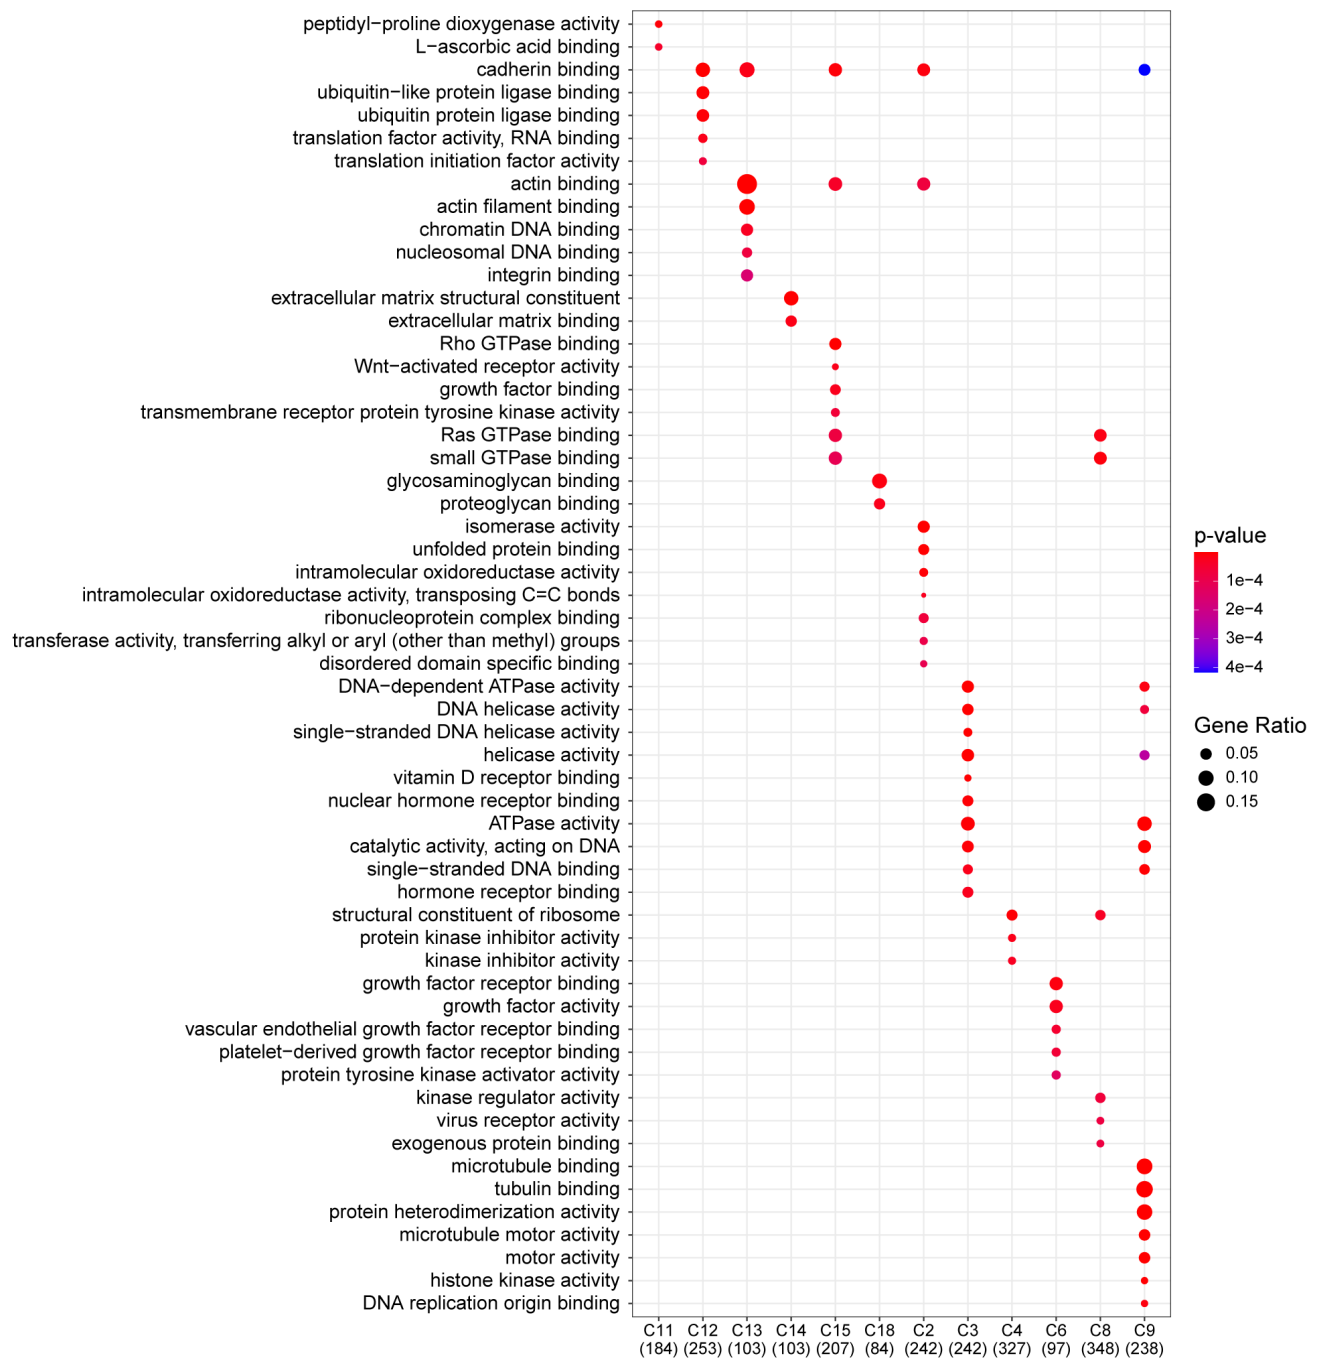

**Figure S6. Functional analysis of DEG clusters.** The significant GO terms for biological processes for 20 DEG clusters presented in Figure 4b. The x-axis (C#) and the number in parenthesis indicate the cluster ids and the number of DEGs in them.

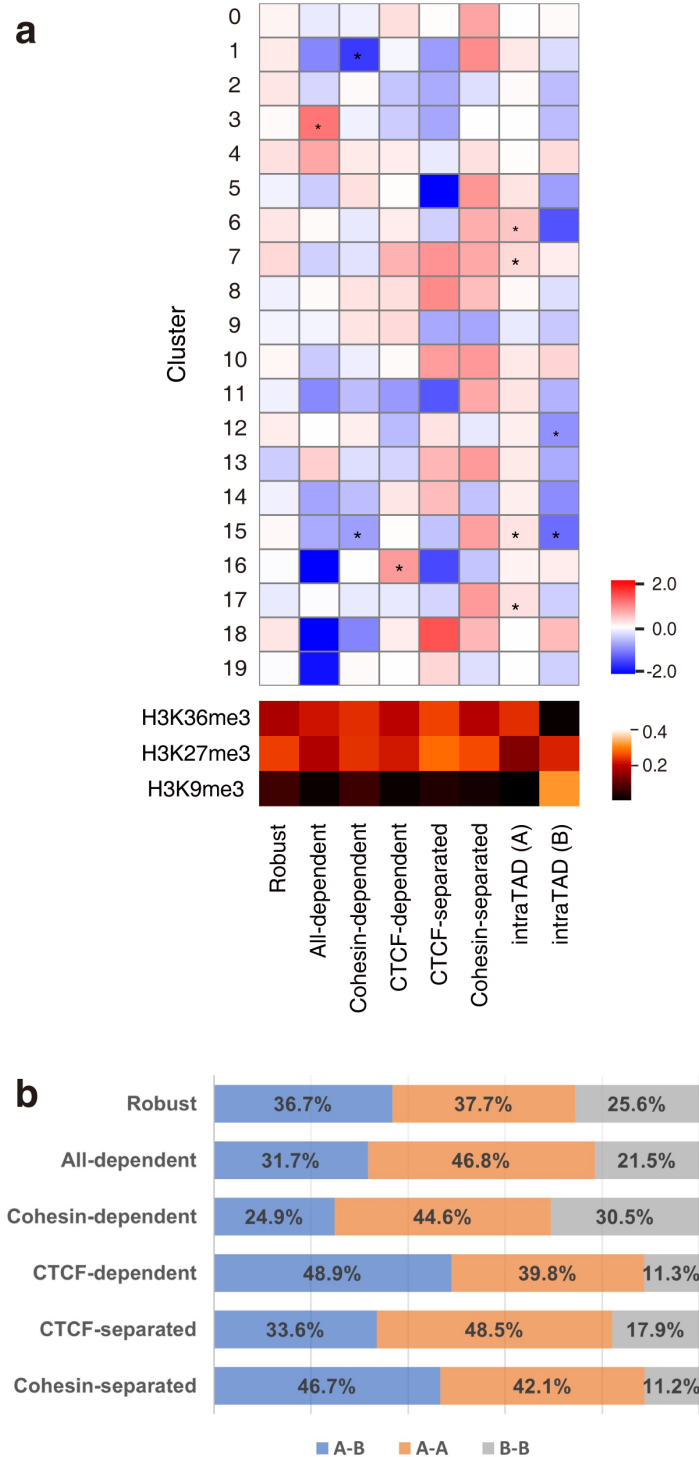

**Figure S7. Enrichment of DEGs, histone marks, and compartment boundaries that overlapped the six boundary types. (a)** The enrichment of DEGs (top) and broad histone marks (bottom) that overlapped with the six boundary types relative to all boundaries. For the broad histone marks, we calculated the fraction of regions covered by the obtained peaks. \* $p < 0.01$  (permutation test,  $n = 1,000$ ). **(b)** The percentage of identified boundaries located between compartments A and B (A-B) or within compartments A (A-A) and B (B-B).

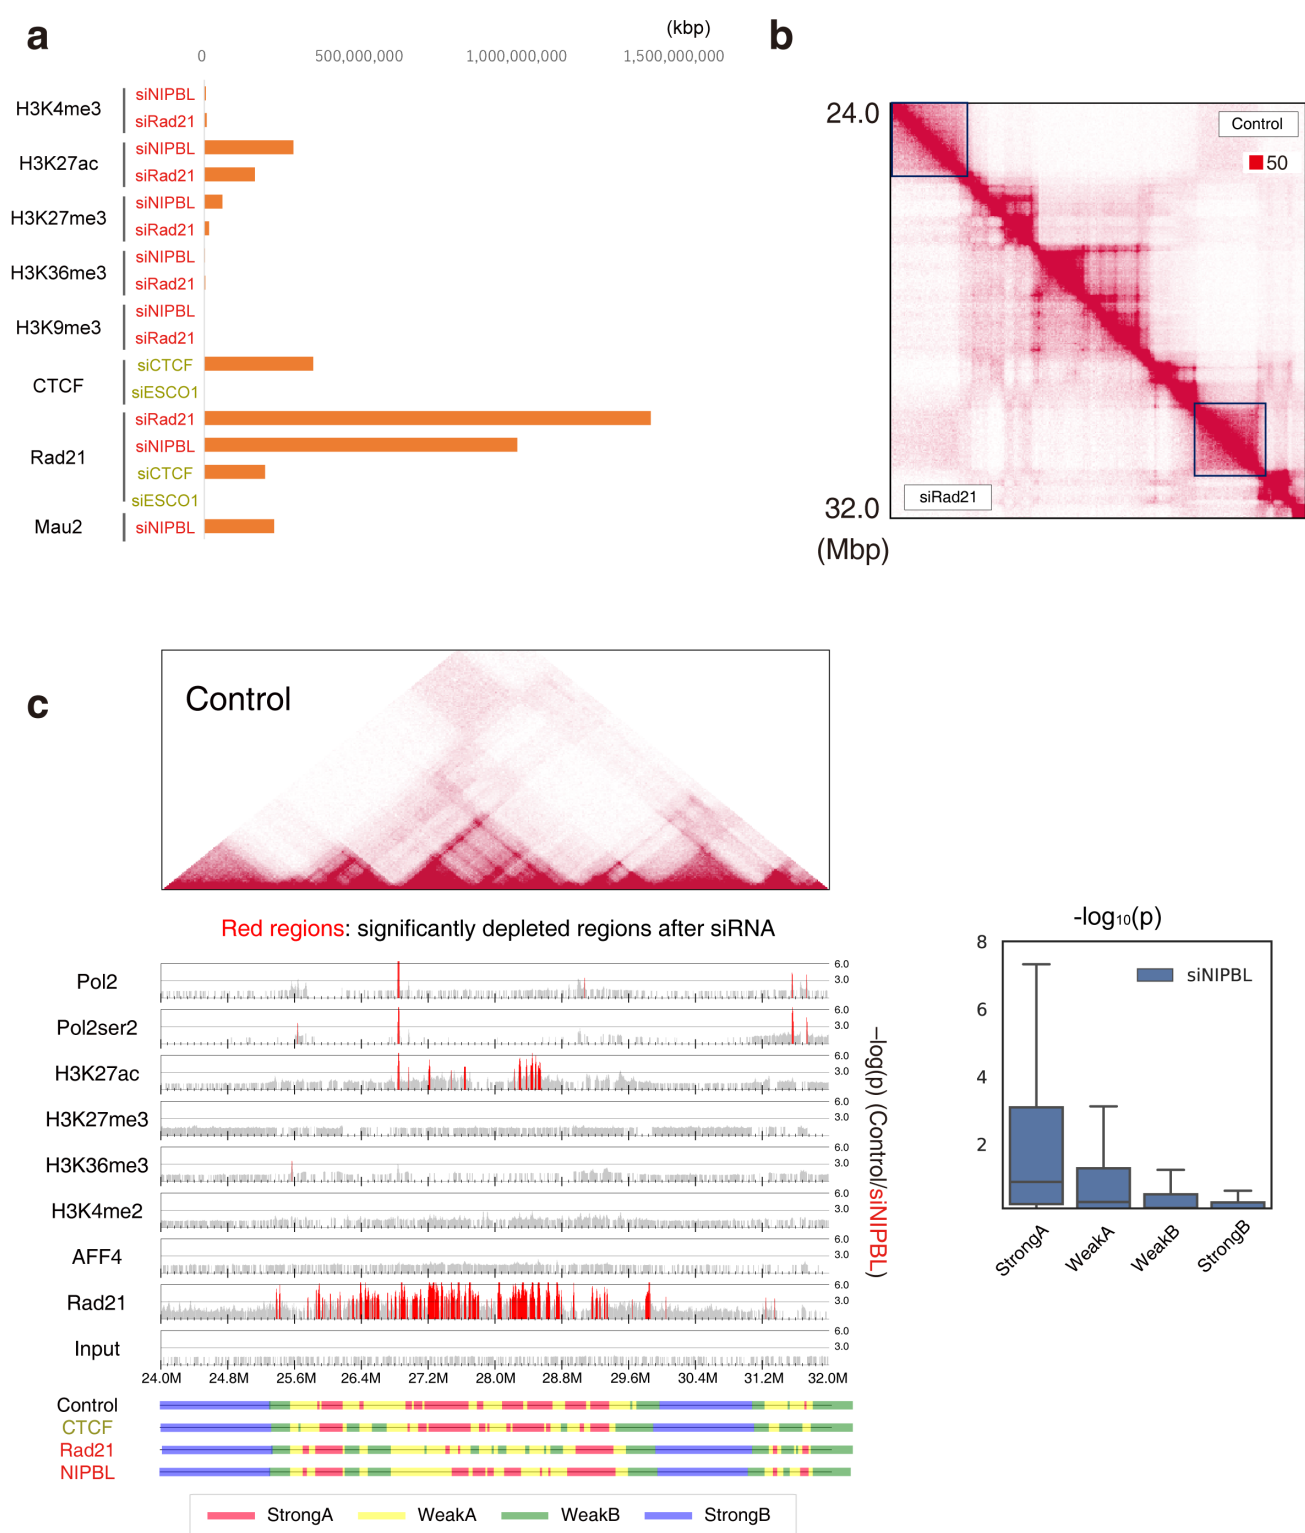

**Figure S8. Correlation of depletion effects on epigenome and chromatin folding.** (a) The total width of genomic regions in which five histone modifications and ChIP-seq peaks were enriched or depleted for each siRNA target. (b) siRad21 had less of an effect on StrongB TADs (black rectangles). This is the same region as shown in Figure 6a. (c) Visualization of the biological replicate samples (non spike-in) analogous to Figures 6a (left) and 6b (right).

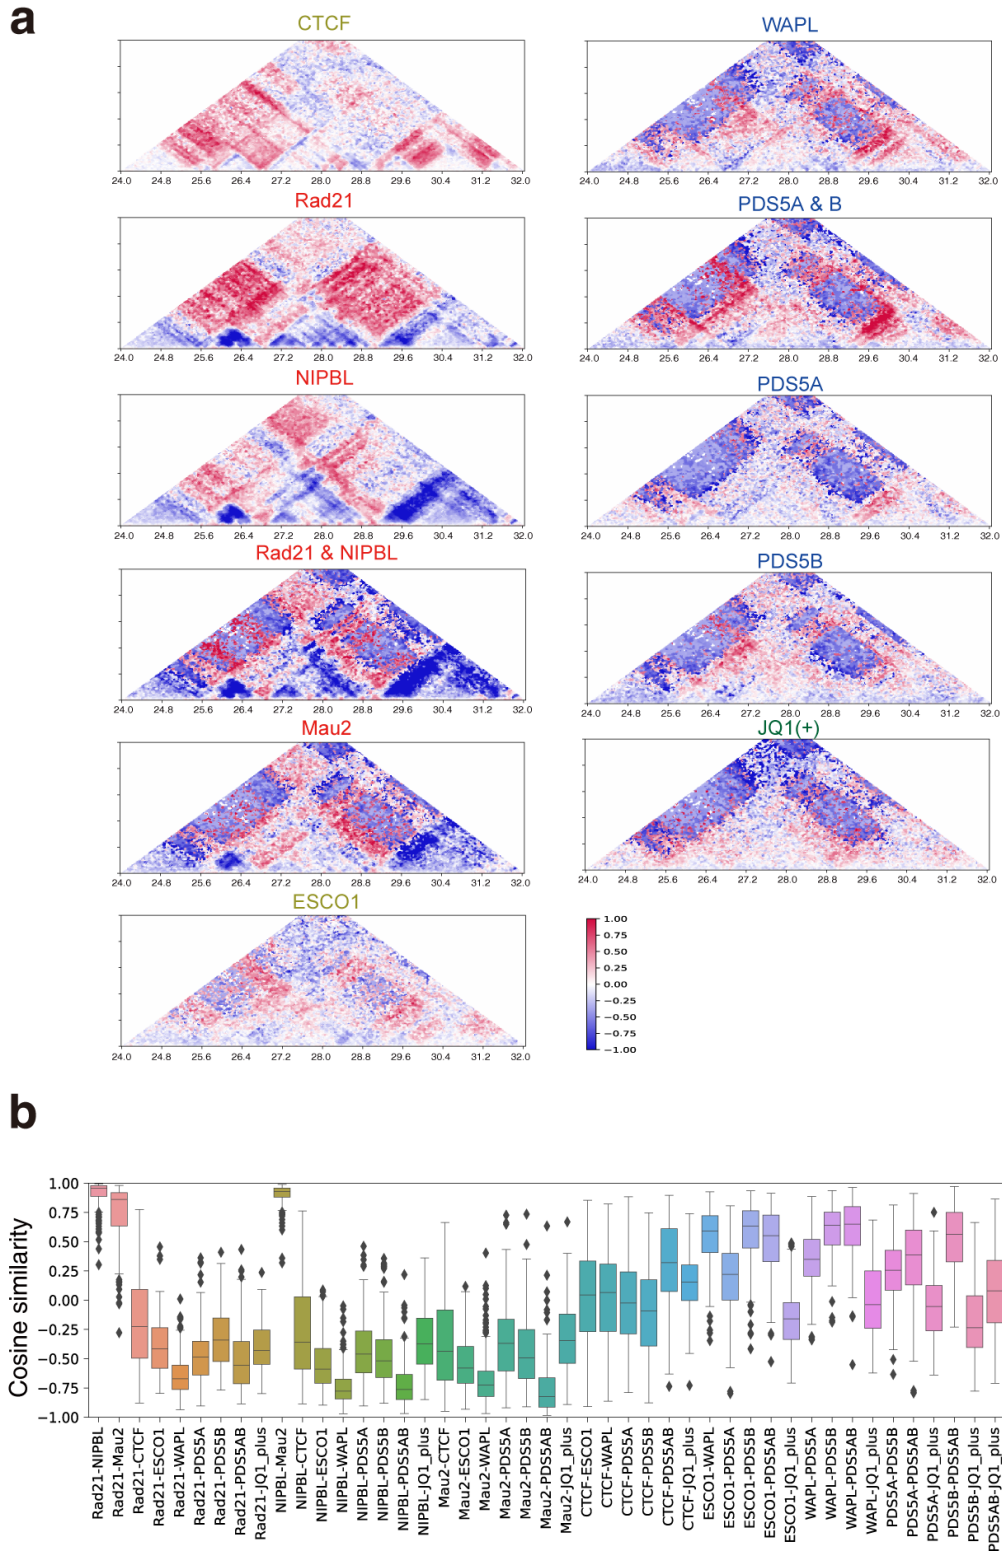

**Figure S9. siRNA effects on long-range contact frequency. (a)** Relative enrichment of the interaction frequency (log scale) relative to the control for all samples (same chromosomal region as shown in Figure 7a.) **(b)** The cosine similarity distribution of the relative interaction frequency for all 241 differential DRF regions (~2 Mbp from the center of each region).

**a**

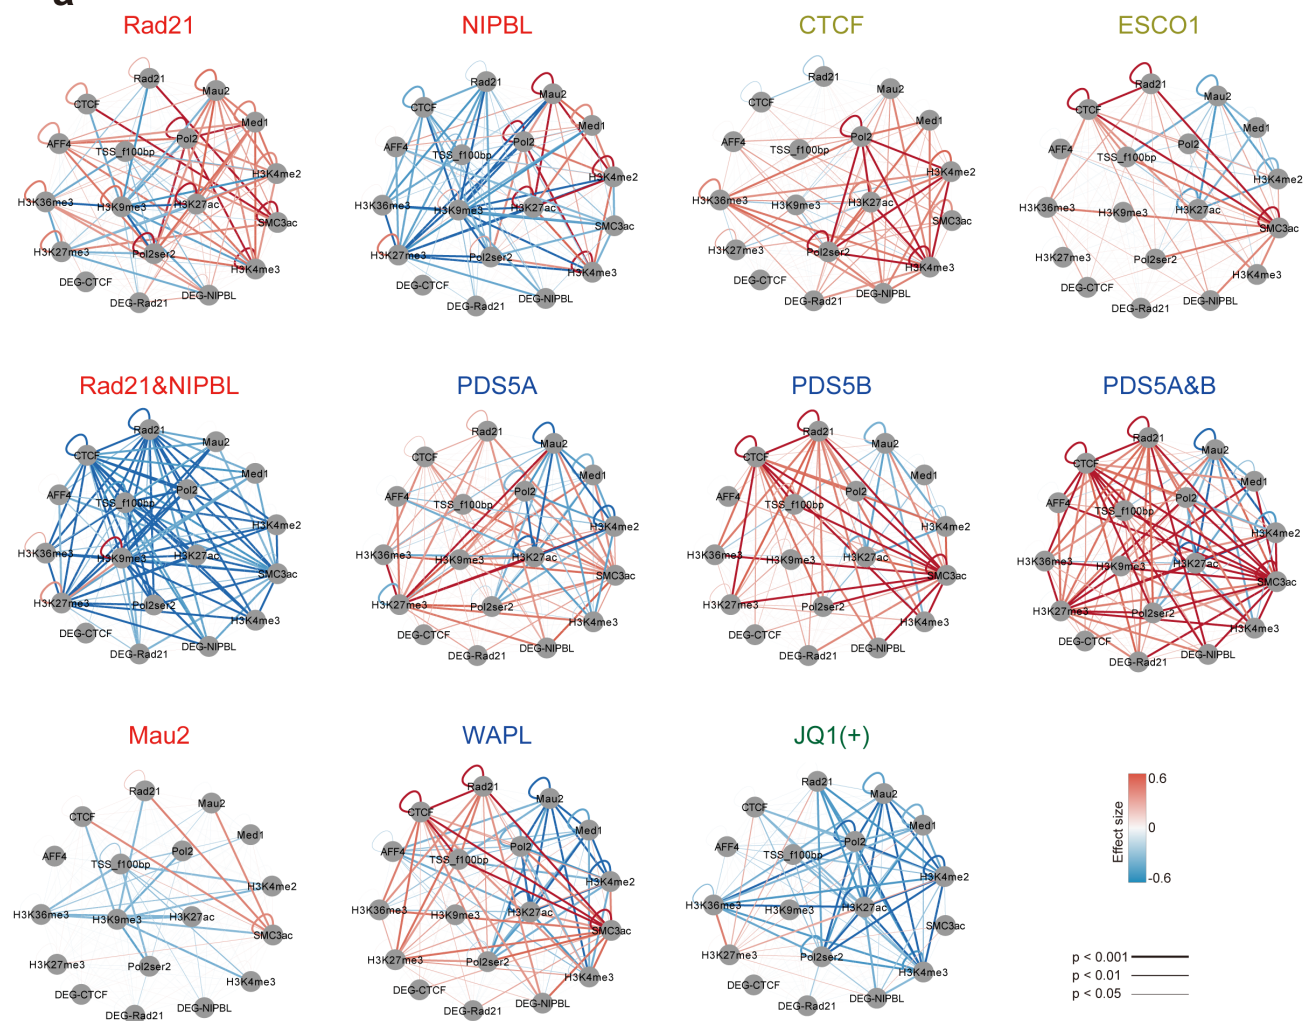

**b**

500 kbp  
to < 2 Mbp

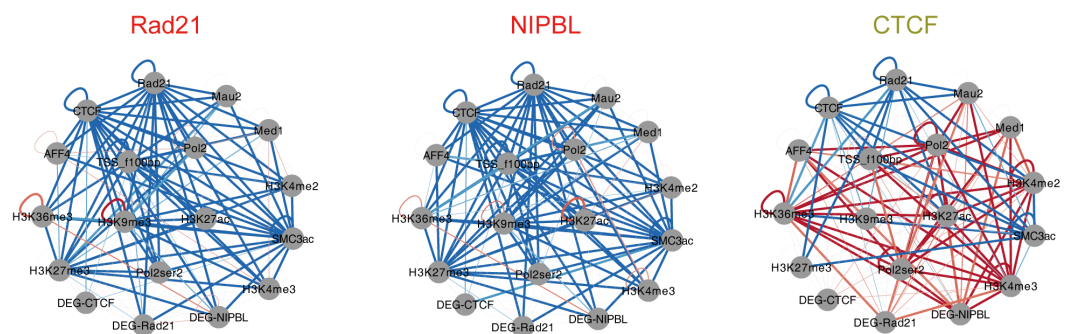

2 Mbp  
to < 5 Mbp

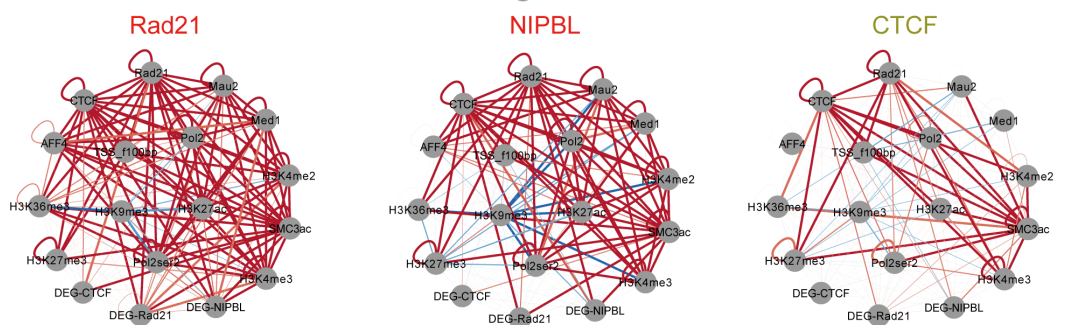

**Figure S10. SIMA analysis for all samples.** **(a)** SIMA analysis for all samples (distance, 500 kbp–5 Mbp). Color and width of edges correspond to the effect size and significance (Wilcoxon signed-rank test), respectively. **(b)** SIMA analysis for distances of 500 kbp to <2 Mbp (top) and 2 Mbp to <5 Mbp (bottom) for siRad21, siNIPBL, and siCTCF.

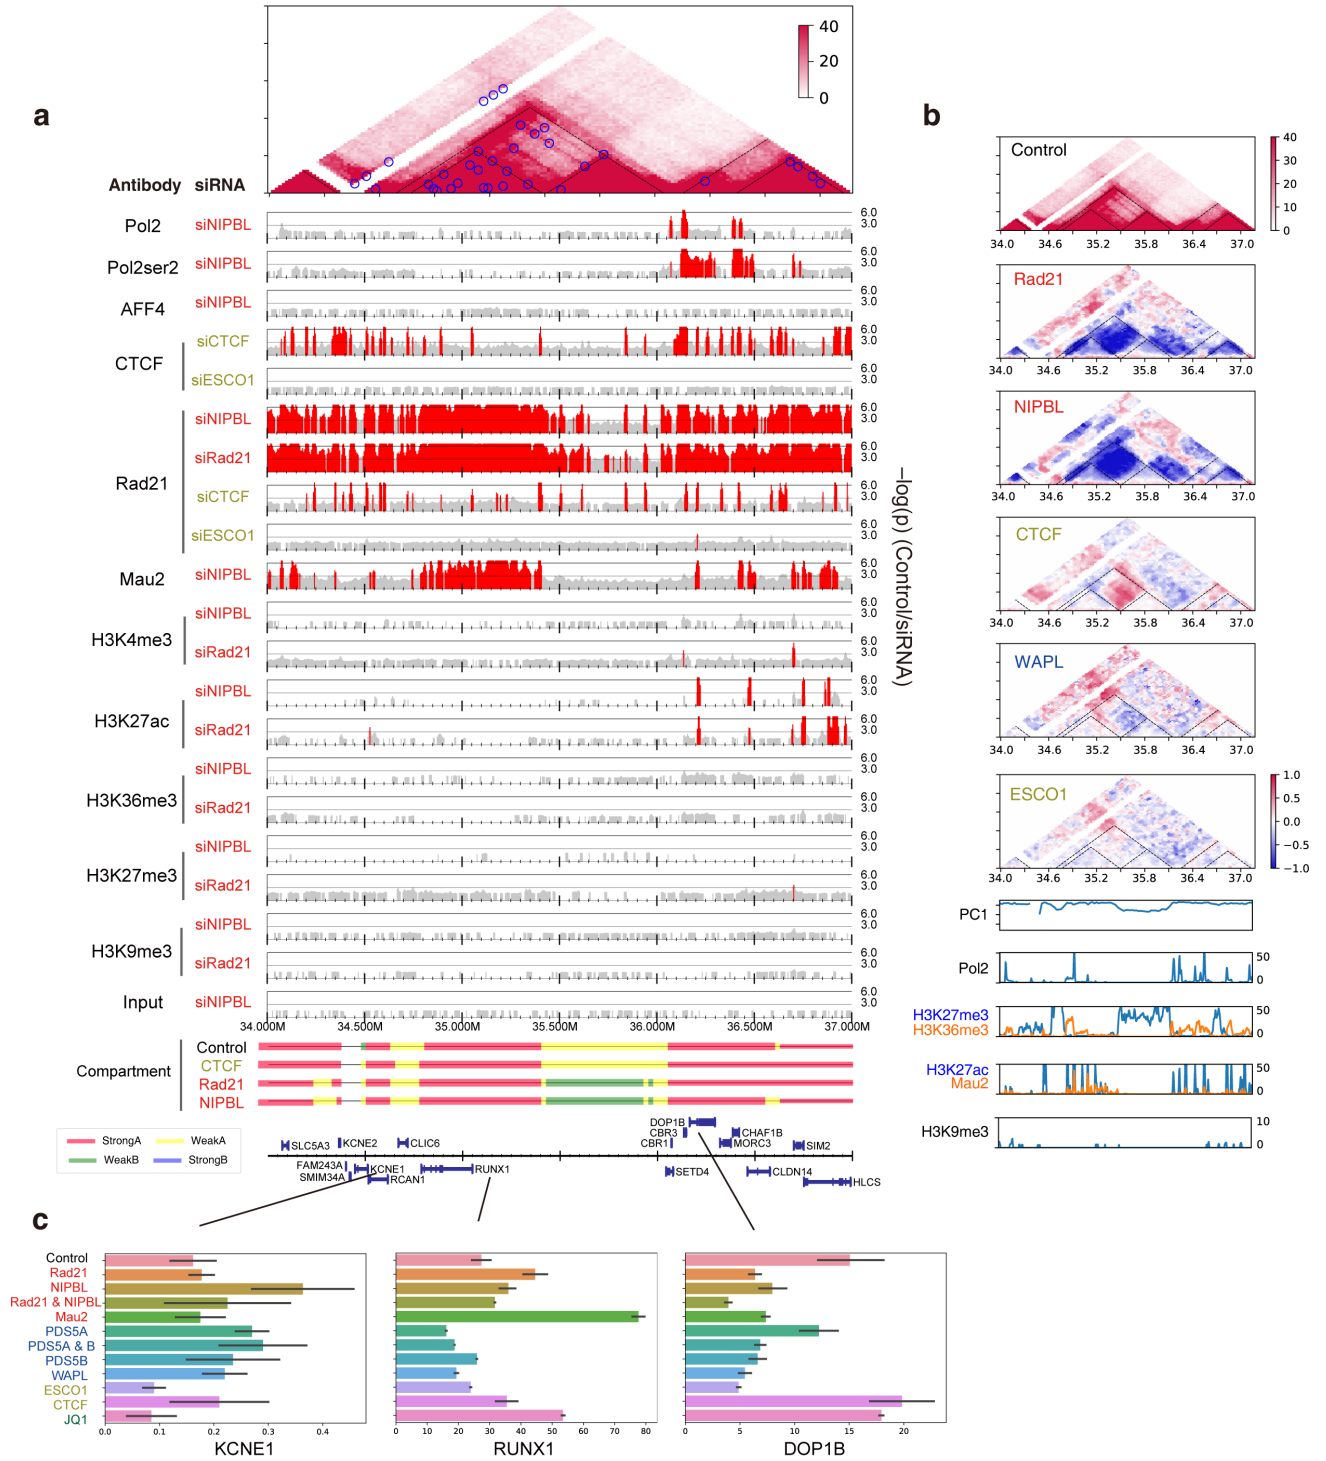

**Figure S11. *RUNX1* locus (chromosome 21, 34–37 Mbp.)** (a) Top: Hi-C heatmap and the depletion effect distribution of ChIP-seq ( $-\log_{10}(p)$ , control/siRNA, 5-kbp bin.) Black dashed lines and blue circles indicate called TADs and loops, respectively. Middle: The four compartment types as indicated by the colored bars. Bottom: Gene annotation. (b) Relative enrichment of interaction frequency and the  $-\log_{10}(p)$  visualization of ChIP-seq data for the same region. (c) Average gene expression level (TPM) for all siRNA targets.

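The mean TPM of RUNX1 was 27.4 ± 4.30 over the 6 control libraries of all 3 experiments (SD), and 22.7, 27.9 and 31.5 in the separate control groups. RUNX1 was at 40.9 ± 2.65 TPM (SD, n = 2) after siRad21 for 72 h and 37.7 ± 2.14 (SD, n = 2) after siNIPBL with siRNA#1 for 72 h. The values were 77.6 ± 2.74 (SD, n = 2) after siMau2 and 53.5 ± 0.66 (SD, n = 2) after JQ1. Averaged over both treatment times, siRad21 gave 44.5 TPM (n = 4), and over both treatment times and both siRNAs, siNIPBL gave 36.0 TPM (n = 6). The mean TPM of DOP1B was 15.1 ± 4.24 over the 6 control libraries (SD), 3.94 ± 0.42 (SD, n = 2) in the Rad21 and NIPBL co-depletion and 19.8 ± 4.13 (SD, n = 2) after siCTCF. KCNE1 was at 0.16 ± 0.06 TPM (SD, n = 6) in the controls and at most at 0.53 TPM, after siNIPBL.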

# Supplementary material for: Context-dependent perturbations in chromatin folding and the transcriptome by cohesin and related factors
**Source:** Nat Commun. 2023 Sep 19;14:5647. doi: 10.1038/s41467-023-41316-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Statistics and quality metrics of the Hi-C data generated in this study.

File Name: Supplementary Data 2

Description: Statistics and quality metrics of the RNA-seq data generated in this study.

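Supplementary Data 2 lists each RNA-seq library with its sequenced and mapped reads. The expected counts that RSEM gave to genes were between 62.3% and 74.9% of the reads sequenced, with a median of 68.6% over the 34 libraries. The 10 protein-coding genes with most counts held between 6.78% and 10.71% of the protein-coding counts of a library.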

File Name: Supplementary Data 3

Description: Statistics and quality metrics of the ChIP-seq data generated in this study.

File Name: Supplementary Data 4

Description: Twenty clusters of all DEGs.

File Name: Supplementary Data 5

Description: Six categories of all TAD boundaries based on their insulation scores.

File Name: Supplementary Data 6

Description: 241 genomic regions in which DRF values changed significantly after cohesin or loader depletion.

File Name: Supplementary Data 7

Description: The siRNA sequences.

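Matched to the transcripts of GENCODE release 44, 8 of the 10 siRNA sequences had an exact match to transcripts of their target, 7 as the antisense and 1 (Mau2) as the sense strand. The sequences listed for WAPL and for the second CTCF siRNA, 24 nt long where the others have 25 nt, had no exact match on either strand.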

# Supplementary material for: Context-dependent perturbations in chromatin folding and the transcriptome by cohesin and related factors
**Source:** Nat Commun. 2023 Sep 19;14:5647. doi: 10.1038/s41467-023-41316-4
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

The Hi-C, RNA-seq and ChIP-seq data were sequenced by Illumina HiSeq-2500 or X Ten system. The samples and mapping statistics are summarized in Tables S1-S3.

Data analysis

Computational tools used in this study are listed in the METHODS section and below.

Python 3.7 (<https://www.python.org/>)  
 ImageJ v1.2.0 (<https://imagej.nih.gov/ij/index.html>)  
 CustardPy v1.0.0 (<https://custardpy.readthedocs.io/>)  
 BWA v0.7.17 (<http://bio-bwa.sourceforge.net/>)  
 Samtools v1.15 (<http://samtools.sourceforge.net/>)  
 Bowtie2 v2.4.1 (<http://bowtie-bio.sourceforge.net/bowtie2/index.shtml>)  
 STAR v2.7.3a (<https://github.com/alexdobin/STAR>)  
 RSEM v1.3.1 (<https://github.com/deweylab/RSEM>)  
 DESeq2 (<https://bioconductor.org/packages/release/bioc/html/DESeq2.html>)  
 Juicer v1.5.7, Juicer tools v1.9.9 (<https://github.com/aidenlab/juicer>)  
 The 4DN Hi-C data processing pipeline v43 (Cooler) (<https://github.com/4dn-dcic/docker-4dn-hic>)  
 cooltools (<https://cooltools.readthedocs.io/>)  
 HOMER (<http://homer.ucsd.edu/homer>)  
 3DChromatin\_ReplicateQC ([https://github.com/kundajelab/3DChromatin\\_ReplicateQC](https://github.com/kundajelab/3DChromatin_ReplicateQC))

HiC1Dmetrics v0.2.1 (<https://github.com/wangjk321/HiC1Dmetrics>)  
 DROMPAplus v1.12.1 (<https://github.com/rnakato/DROMPAplus>)  
 SSP v1.2.2 (<https://github.com/rnakato/SSP>)  
 ClusterProfiler v4.0.5 (<https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html>)  
 ChromHMM v1.23 (<http://compbio.mit.edu/ChromHMM/>)  
 liftOver tool (<https://genome-store.ucsc.edu/>)  
 Cytoscape v3.8.2 (<https://cytoscape.org/>)  
 Singularity v3.6.4 (<https://sylabs.io/singularity>)  
 BEDTools v2.28.0 (<https://bedtools.readthedocs.io/en/latest/>)

The Custom code for the analysis is available on Zenodo (<https://doi.org/10.5281/zenodo.8218447>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The human reference genome hg38 was obtained from the UCSC Genome Browser (<https://genome.ucsc.edu/>). The raw sequencing data and processed files for the Hi-C, RNA-seq, and ChIP-seq data from this study have been submitted to the Gene Expression Omnibus (GEO) under the accession number GSE196450. The .hic files of the merged Hi-C samples and the reference TAD and loop files are also available on GSE196034. The reference data of TAD and loops obtained from the merged control sample are available on Zenodo (<https://doi.org/10.5281/zenodo.8218447>).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

#### Antibodies for ChIP-seq:

Mouse monoclonal anti-H3K4me3, MABl, MABl0304, MABl0304  
 Mouse monoclonal anti-H3K9me3, MABl, MABl0308, MABl0308  
 Mouse monoclonal anti-H3K27ac, MABl, MABl0309, MABl0309  
 Rabbit monoclonal anti-H3K27me3, abcam, ab192985, EPR18607  
 Mouse monoclonal anti-H3K36me3, MABl, MABl0333, MABl0333  
 Rabbit monoclonal anti-Pol2, Cell Signaling Technology, 14958, D8L4Y  
 Mouse monoclonal anti-Phospho RNA Polymerase II CTD (Pol2Ser2), MABl, MABl0602, MABl0602

Rabbit polyclonal anti-Rad21, in house, NA. Rabbit polyclonal antibody against Rad21 was generated using the peptides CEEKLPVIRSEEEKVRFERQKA. The antibodies were described in Minamino et al., 2015.  
 Mouse monoclonal anti-Smc3ac, in house, NA. It was raised against the peptide SLRRVIGAK(Ac)K(Ac)DQYFLDKKMC. An antibody that only recognizes the acetylated form of human Smc3 peptide was selected from more than 200 antibody candidates. The antibody was described in [https://www.cell.com/cell/fulltext/S0092-8674\(10\)01235-3](https://www.cell.com/cell/fulltext/S0092-8674(10)01235-3).  
 Mouse monoclonal anti-ESCO1, in house, NA. Mouse monoclonal antibody against Esco1 was generated using the peptides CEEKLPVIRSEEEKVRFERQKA. The antibodies were described in Minamino et al., 2015.  
 Rabbit polyclonal anti-NIPBL, BETHYL, A301-779A  
 Rabbit polyclonal anti-Mau2, abcam, ab46906  
 Rabbit polyclonal anti-CTCF, Merck, 07-729  
 Rabbit polyclonal anti-BRD4, BETHYL, A301-985A50  
 Rabbit polyclonal anti-AFF4, BETHYL, A302-538A

#### Antibodies for immunoblotting:

Mouse monoclonal anti-NIPBL, Santa Cruz Biotechnology, sc-374625, C-9  
 Mouse monoclonal anti-a-tubulin, Merck, T6074, B-5-1-2  
 Rabbit polyclonal anti-WAPL, Proteintech, 16370-1-AP  
 Rabbit polyclonal anti-PDS5A, BETHYL, A300-088A  
 Rabbit polyclonal anti-PDS5B, abcam, ab70299  
 Rabbit monoclonal anti-CTCF, Cell Signaling Technology, 3417, D1A7  
 Mouse monoclonal anti-Mau2, This study, NA

### Validation

#### Antibodies for ChIP-seq:

For antibodies against histone modifications, product information is available at: <http://web.archive.org/web/20211016023415/https://www.takarabio.com/products/antibodies-and-elisa/primary-antibodies-and-elisas-by-research-area/epigenetic-antibodies/histone>

Anti-Pol2 product information is available at: <https://www.cellsignal.com/products/primary-antibodies/rpb1-ntd-d8l4y-rabbit-mab/14958>

Anti-NIPBL product information is available at: <https://www.thermofisher.com/antibody/product/NIPBL-Antibody-Polyclonal/A301-779A>

Anti-Mau2 product information is available at: <https://www.abcam.com/products/primary-antibodies/scc4-antibody-ab46906.html>

Anti-CTCF product information is available at: [https://www.merckmillipore.com/SE/en/product/Anti-CTCF-Antibody,MM\\_NF-07-729?ReferrerURL=https%3A%2F%2Fwww.google.com%2F](https://www.merckmillipore.com/SE/en/product/Anti-CTCF-Antibody,MM_NF-07-729?ReferrerURL=https%3A%2F%2Fwww.google.com%2F)

Anti-BRD4 product information is available at: <https://www.thermofisher.com/antibody/product/BRD4-Antibody-Polyclonal/A301-985A50>

Anti-AFF4 product information is available at: <https://www.thermofisher.com/antibody/product/MCEF-Antibody-Polyclonal/A302-538A>

Anti-Smc3ac was described in: [https://www.cell.com/cell/fulltext/S0092-8674\(10\)01235-3](https://www.cell.com/cell/fulltext/S0092-8674(10)01235-3)

Anti-Rad21 and anti-ESCO1 were described in Minamino et al., 2015.

Antibodies for immunoblotting:

Anti-NIPBL product information is available at: <https://www.scbt.com/p/nipbl-antibody-c-9>

Anti- $\alpha$ -tubulin product information is available at: <https://www.sigmaaldrich.com/US/en/product/sigma/t6074>

Anti-WAPL product information is available at: <https://www.ptglab.com/products/WAPAL-Antibody-16370-1-AP.htm>

Anti-PDS5A product information is available at: <https://www.fortislife.com/products/primary-antibodies/rabbit-anti-scc-112-antibody/BETHYL-A300-088>

Anti-PDS5B product information is available at: <https://www.abcam.com/products/primary-antibodies/as3-antibody-ab70299.html>

Anti-CTCF product information is available at: <https://www.cellsignal.jp/products/primary-antibodies/ctcf-d1a7-xp-rabbit-mab/3417>

Anti-Mau2 was validated by western blot with or without MAU2 depletion in human culture cells. Please also see Fig. 2b.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                  |
|-------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | RPE and C2C12 cells were purchased from American Type Culture Collection (ATCC) and the European Collection of Authenticated Cell Cultures (ECACC), respectively. Both cells were cultured in DMEM (Wako) supplemented with Penicillin-Streptomycin-L-Glutamine Solution (Wako), 10% fetal bovine serum (Biosera), and 20 mM HEPES-KOH (pH 7.4). |
| Authentication                                                    | None of the cell line was authenticated.                                                                                                                                                                                                                                                                                                         |
| Mycoplasma contamination                                          | The cell line was negative for mycoplasma contamination.                                                                                                                                                                                                                                                                                         |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell line was used.                                                                                                                                                                                                                                                                                                    |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
*May remain private before publication.* <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196450>

Files in database submission FASTQ, BED (peaks) and bigWig files.

Genome browser session (e.g. [UCSC](#)) We do not use a genome browser session.

### Methodology

|                  |                                                                                                                                                                                                                                                                                                                                                    |
|------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates       | Rad21 and CTCF ChIP-seq for control cells were performed twice. Because siNIPBL and siRad21 showed closely similar results, ChIP-seq samples under siNIPBL and siRad21 can be considered replicates. Input samples were generated in every experiment. See Supplementary Data 3 for the detail.                                                    |
| Sequencing depth | The sequence reads range from 25 million to 75 million (58 million on average).                                                                                                                                                                                                                                                                    |
| Antibodies       | Antibodies for ChIP-seq:<br>Mouse monoclonal anti-H3K4me3, MAB1, MAB10304<br>Mouse monoclonal anti-H3K9me3, MAB1, MAB10308<br>Mouse monoclonal anti-H3K27ac, MAB1, MAB10309<br>Rabbit monoclonal anti-H3K27me3, abcam, ab192985<br>Mouse monoclonal anti-H3K36me3, MAB1, MAB10333<br>Rabbit monoclonal anti-Rol2, Cell Signaling Technology, 14958 |

Rabbit monoclonal anti-Rpb1 NTD, Cell Signaling Technology, 14985  
 Rabbit polyclonal anti-Rad21, Minamino et al., 2015  
 Mouse monoclonal anti-Smc3ac, Minamino et al., 2015  
 Mouse monoclonal anti-ESCO1, Minamino et al., 2015  
 Rabbit polyclonal anti-NIPBL, BETHYL, A301-779A  
 Rabbit polyclonal anti-Mau2, abcam, ab46906  
 Rabbit polyclonal anti-CTCF, Merck, 07-729  
 Rabbit polyclonal anti-BRD4, BETHYL, A301-985A50  
 Rabbit polyclonal anti-AFF4, BETHYL, A302-538A

## Peak calling parameters

DROMPAplus v1.12.1 (<https://github.com/rnakato/DROMPAplus>), 100-bp bin, with spike-in normalization (see METHODS section).  
 "--pthre\_internal 1 --pthre\_enrich 2" for H3K9me3, "--pthre\_internal 5, --pthre\_enrich 4" for the others.

## Data quality

The quality of ChIP-seq data was evaluated using mapping ratio, read depth, read complexity, GC bias, normalized strand coefficient (NSC), and background uniformity. The result is summarized in Supplementary Data 3.

## Software

Bowtie2 v2.4.1 (<http://bowtie-bio.sourceforge.net/bowtie2/index.shtml>)  
 Samtools v1.15 (<http://www.htslib.org/>)  
 DROMPAplus v1.12.1 (<https://github.com/rnakato/DROMPAplus>)  
 SSP v1.2.2 (<https://github.com/rnakato/SSP>)  
 ChromHMM v1.23 (<http://compbio.mit.edu/ChromHMM/>)

How the deposited data were processed for this re-analysis (not part of the article)

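RNA from RPE cells treated with siRNAs at 50 nM for 72 h or 48 h, or with JQ1 for 6 h, was sequenced in 34 libraries, which formed 17 groups of 2 replicates. The groups belong to 3 experiments, each with its own control group. The authors aligned the single-end reads to GRCh38 with STAR (version 2.7.3a) and quantified them with RSEM (version 1.3.1), and they deposited 1 table of 60607 genes per library. In these tables the authors gave the expected count of each gene, which is RSEM's estimate of the number of reads from it, not normalized and not always a whole number. The deposited TPM values were computed by RSEM from the expected counts and effective lengths, and scaled to the same total in each library. The deposited FPKM values, also from RSEM, were not used, since they carry the same information as TPM in another scale. The paper's text does not name the release of the gene annotation behind the tables.

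Genes were named and assigned to protein-coding genes by their Ensembl identifiers in GENCODE release 44, which matched 60437 of the 60607 genes, 19928 of them protein-coding. Expected counts were rounded to whole numbers. Each treatment was compared with the control group of its own experiment in a separate fit of 2 treated and 2 control libraries with edgeR (version 4.0.16, R version 4.3.3). The fit used TMM normalization, filterByExpr with its minimum count of 10, and the quasi-likelihood F test, with Benjamini-Hochberg adjustment over the genes tested. Genes at FDR < 0.01, the threshold of the paper, were called DEGs. The same test was run between the control groups, between 72 h and 48 h of siRad21 and of siNIPBL, and between the 2 siRNAs against NIPBL. Standard errors of log2 fold changes come from the fitted model. TPM values are given as the mean and SD of the 2 replicates.

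For each treatment the 1000 DEGs with the smallest p-values formed its list. The paper's text speaks of the top-ranked 1000 DEGs and does not name the quantity they were ranked by. The Simpson index of a pair of lists was the number of shared genes divided by the size of the smaller list. K-means clustering with k = 20 and 50 random starts was run with scikit-learn (version 1.9.0) on the matrix of 1, -1 and 0. Patterns of genes were defined by the direction of change in named groups of treatments, and their chance level came from 1000 shuffles of the signed calls of each treatment over the genes tested. Confidence intervals of shares are 95% Wilson intervals, which cover counting error only. Other calculations used Python (version 3.11.15) with numpy (version 2.4.6), pandas (version 2.3.3) and scipy (version 1.17.1).

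The genes named in the text followed a rule. It took every siRNA target, the genes whose expression the paper names or marks in a figure, the gene with the smallest p-value in each direction in each of the 11 treatments of Fig. 4a, and the 3 lowest-ranked genes of each of the 4 patterns. The gene with the smallest p-value had to change the same way in every treated library against every control library. Of the genes that the rule took, 1 is not reported, and the counts over named genes include it. Mitotic genes were an addition to this rule, in a list of 20 written after KIF20A, FOXM1 and CEP55 had been seen in the pattern and without these 3. All 20 were expressed in the cells, and 19 of them were among the 233 genes downregulated after siNIPBL and unloader depletion.

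Total expected counts ranged from 26258856 to 43041674 per library, with a median of 32761166, and protein-coding genes held between 82.6% and 91.4% of them. At this depth the replicates limit the precision more than the counts do. With 2 libraries per group no exact permutation test of a single gene can reach significance, so each FDR rests on edgeR's model. Leaving out a library leaves 1 against 2, and only the log2 fold change is given for such fits. The fits were tested on simulated libraries, drawn from the means, spread and library sizes of each control group, with about 200 genes changed by known amounts. In these, edgeR called between 88.9% and 94.1% of genes changed by 1 on the log2 scale and between 92.8% and 97% of genes changed by 2, with between 1 and 5 false calls. DESeq2 (version 1.42.0) made between 0 and 7 false calls.

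Overlaps between treatments were set beside 2 kinds of simulated libraries, in 10 draws each. In the first kind, the groups compared with the same controls held no changed gene. In the other, each treatment kept its fold changes but they were shuffled among genes of like expression. The patterns of genes were counted in both kinds, and the direction of shared genes was taken from both, which was added after the data were seen. The alternatives were DESeq2, which the paper used, a fit of all groups of an experiment together, DESeq2's size factors in edgeR, no filter on low counts, all annotated genes, the replicate number as a block, FDR < 0.05, a further threshold of 1 on the absolute log2 fold change, lists of 500 genes or of all DEGs, and sharing only in the same direction. For named genes, each library was left out in turn, and differences of mean log2(TPM + 0.1) were computed. Removing the trend of each library on gene length or on GC content was added after the data were seen. For each siRNA that matched its target, the 3' UTR of each gene's longest coding transcript was searched for the complement of positions 2 to 8 of the antisense strand. The log2 fold changes were adjusted for the length of the 3' UTR, and the seed was compared with up to 200 shuffled seeds of the same bases.

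GO enrichment was not repeated, since no table of GO terms was at hand. The Hi-C and ChIP-seq data of the paper were outside the files used. The sequences listed for WAPL and for the second CTCF siRNA matched no transcript exactly, so seed matches were not sought for them.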

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

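The tests on BMP6 were chosen only after the result was seen, and the other tests were chosen without it. Those on BMP6 were of the knockdown by the second siRNA, of the library series and of seed matches in its 3' UTR.

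Fig. 4a of the paper shows 11 treatments, and the deposited data hold 3 more, in which many genes changed against the controls of the same experiment. siRad21 for 48 h changed 7353 genes at FDR < 0.01, siNIPBL with siRNA#1 for 48 h changed 7171 and siNIPBL with siRNA#2 for 72 h changed 6258. Simulated groups without any changed gene gave at most 3 DEGs against these controls, so the shared controls do not account for such numbers. An off-target effect of siRNA#1 predicts that its DEGs do not recur with siRNA#2. Of the siNIPBL DEGs with siRNA#1, 83.3% changed in the same direction with siRNA#2, whether or not they were DEGs there. The share was 53.1% on average and 54.1% at most when the fold changes were shuffled. In both treatments 4059 genes were DEGs in the same direction and 372 in opposite directions. This argues against an off-target effect of siRNA#1 alone as the source of most of the DEGs, and leaves it open for the genes that differ. The labels call the controls mock. A response to siRNA transfection in general would recur with both siRNAs, so this comparison cannot exclude it. The direct test between the siRNAs called 5294 genes. The 48-h groups were compared with controls of 72 h, so a change of the cells between these times is included in their values.

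The effects at 72 h and 48 h differed, in that the direct test between the times called 633 genes for siRad21 and 3102 for siNIPBL. The changes were similar, with Pearson's r = 0.87 for siRad21 and 0.86 for siNIPBL across genes, which are not independent replicates. The times share their controls, and simulated unchanged groups with these controls gave 0.51 on average and 0.55 at most. Of the siRad21 DEGs at 72 h, 99.0% had the same direction at 48 h, and of the siNIPBL DEGs 95.6%, compared with at most 52.9% and 53.8% when the fold changes were shuffled. For both, the libraries at 72 h were of another series than those at 48 h, so the treatment time and the library series cannot be told apart. Both numbers depended on the fit, and when all groups of the experiment were fitted together 1567 genes differed for siRad21 and 1743 for siNIPBL, so the gap between the treatments is not firm. A continued effect of the depletion between 48 h and 72 h stays open and was not tested.

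BMP6, a locus of Fig. 4d of the paper, was lower after siNIPBL with siRNA#1 and higher with siRNA#2, a treatment outside Fig. 4a. Its log2 fold change with siRNA#2 was 0.57 (standard error 0.084, FDR = 3.31e-04, edgeR), and the direct difference between the siRNAs was -3.83 (standard error 0.146, FDR = 1.39e-06, edgeR). A weaker knockdown by siRNA#2 does not explain this, since the log2 fold change of NIPBL was -1.34 with siRNA#2 and -1.17 with siRNA#1. The library series does not explain it either. The lower of the 2 BMP6 values with siRNA#2 was 5.33 TPM, above both controls, although 1 of these libraries was of the same series as the siRNA#1 libraries. The 3' UTR of BMP6 (1388 nt) held no match to the seed of either siRNA. BMP6 also fell after siRad21 and siMau2, whose siRNAs have other sequences, with log2 fold changes of -1.77 and -1.90, which argues against an effect of siRNA#1 alone. An effect of siRNA#2 beyond NIPBL could raise BMP6, and so could a difference in the protein that remained, which the data do not show.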

How the results depend on the processing

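Removing the trend on gene length and on GC content was chosen only after the data were seen, while the other alternatives, the thresholds, the lists and the comparisons were chosen before the data were examined.

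DESeq2's size factors in edgeR left all 33 summary results within the limits used, which were 1.5 times for a count of genes and the spread between replicates for an index or a correlation. The 14 DEG numbers also stayed within 1.5 times when the trend on gene length or on GC content was removed. With all annotated genes, 32 of 33 summary results stayed within the limits. The share of upregulated genes among the DEGs moved by at most 7.3 percentage points with DESeq2, the fit of all groups together, DESeq2's size factors, no filter on low counts, all annotated genes and the replicate block. For siMau2 it went from 50.0% to 61.1% with the trend on gene length removed and to 60.3% with that on GC content removed, for JQ1 from 51.0% to 58.9% and 58.0%, for siRad21 at 48 h from 48.8% to 57.7% and 57.5%, and for siNIPBL at 48 h from 48.8% to 57.3% and 57.6%, and both of these also centre each library on its mean. For the results that moved, the cause was not tested except where it is given.

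A further threshold of 1 on the absolute log2 fold change lowered every DEG number, since it removes genes by construction. They became 1359 for siRad21, 1512 for siNIPBL, 1810 for the Rad21 and NIPBL co-depletion, 874 for siMau2, 1216 for siWAPL, 521 for siPDS5A, 1572 for siPDS5B, 1611 for the PDS5A and PDS5B co-depletion, 1454 for siESCO1, 377 for siCTCF and 1546 for JQ1. For the treatments outside Fig. 4a they were 1794 for siRad21 at 48 h, 1492 for siNIPBL at 48 h and 1592 for siNIPBL with siRNA#2, and the union held 5420 genes. FDR < 0.05 gave 2971 DEGs for siPDS5A and 3978 for siCTCF, and the other DEG numbers stayed within 1.5 times.

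With DESeq2, siPDS5A had 2015 DEGs, and the mean Simpson index rose to 0.46 among unloaders, 0.223 for siCTCF and 0.212 for JQ1. The correlation of log2 fold changes fell from 0.720 to 0.654 for siNIPBL with both siRNAs, from 0.868 to 0.789 for siRad21 at both times, and from 0.858 to 0.757 for siNIPBL at both times. When all groups of an experiment were fitted together, siPDS5A had 3780 DEGs and siCTCF 3499, 1567 genes differed between the siRad21 times and 1743 between the siNIPBL times. In that fit the index of siCTCF was 0.17, and the correlations were 0.658, 0.815 and 0.793. Without a filter on low counts, 1481 genes differed between the siRad21 times, the index among unloaders was 0.440 and the correlations were 0.664, 0.780 and 0.753. With all annotated genes, the correlation for siNIPBL at both times was 0.834.

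The Simpson index moved with the list by construction. With lists of 500 genes it was 0.335 for cohesin and loaders, 0.344 for unloaders, 0.131 for siCTCF and 0.127 for JQ1, and with all DEGs it was 0.668, 0.735, 0.589 and 0.616. In both, the indices of siCTCF and JQ1 were below those of cohesin and loaders and of unloaders. When only genes changed in the same direction counted as shared, the index was 0.134 for siCTCF and 0.108 for JQ1, and the other indices moved less than their spread. With all DEGs, the patterns held 1737 and 1391 genes for cohesin and loaders, and 1016 and 719 genes for siNIPBL and unloaders, downregulated and upregulated.

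Replicate numbers were shared between groups, and they were not taken to pair the samples, since not every pair of groups deviated together. Within the experiments, the correlation of the deviations of same-numbered libraries ranged from -0.14 to 0.24 over 21 pairs of groups, from -0.35 to 0.11 over 15 and from -0.11 to 0.11 over 6. It was above 0.1 in 9 of the 21 pairs, in 1 of the 15 and in 1 of the 6, so a pairing of part of the first experiment stays open. With the replicate number as a block, 31 of 33 summary results stayed within the limits. The genes different between the siRad21 times became 1243, and the index among unloaders became 0.440.

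Of the 278 log2 fold changes of the named genes that were tested again, 270 kept their direction and their side of the threshold with DESeq2, 7 became weaker and 1 stronger. The numbers were 260, 4 and 12 when all groups were fitted together, 267, 9 and 0 with all annotated genes, 273, 0 and 5 without the filter, 270, 4 and 4 with the block, and 278, 0 and 0 with DESeq2's size factors. The sign changed for values close to 0, which did not pass the threshold. ESCO1 after siRad21 went from 0.02 to -0.00 in the fit of all groups and BMP6 after the PDS5A and PDS5B co-depletion from 0.04 to -0.00 with all annotated genes. SSBP2 after siCTCF went from 0.01 to -0.00 in both of these.

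With each library left out in turn, none of the 185 log2 fold changes of DEGs among the named genes changed sign, and 20 of the 93 others did. Over all these fits, 30 values moved by more than the spread between replicates, most of them for KCNE1, and 1082 did not. KCNE1 had few counts, so the depth limits what can be said of it. Without siCTCF replicate 1 its log2 fold change after siCTCF was -1.01, and without replicate 2 it was 0.40. Differences of mean log2(TPM + 0.1) moved 169 of 278 values by more than that spread and left 109 within it. TPM depends on the effective length of a gene, and on all genes of a library.

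A fit of all groups together was not run for the comparisons between control groups, whose libraries belong to different experiments.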

Differences from the paper's values

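No test was chosen after these values were seen.

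At FDR < 0.01, siPDS5A changed 1287 genes, where the paper's Source Data file gives 1944. Of the alternatives set before the data were examined, DESeq2, which is the tool of the paper, gave 2015 DEGs, the test without a filter on low counts gave 1405 and the replicate block gave 1495, and these came within 1.5 times of the paper's number. The fit of all groups together (3780), DESeq2's size factors in edgeR (1286), all annotated genes (988), FDR < 0.05 (2971) and the threshold of 1 on the absolute log2 fold change (521) did not.

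The lowest DEG number among the 11 treatments was 1287, where the paper gives 2000. Among the alternatives set before the data were examined, the lowest number was 2015 with DESeq2, 1405 without the filter and 1495 with the replicate block, each within 1.5 times of the paper's number. It was 3499 in the fit of all groups together, 1286 with DESeq2's size factors in edgeR and 988 with all annotated genes, which were not.

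The paper states that siRad21 did not give the DEGs of its clusters for NIPBL and unloader depletion. Its text does not say whether this refers to the lists of 1000 DEGs alone, from which the clusters were made. Of the 288 genes with these patterns here, 210 (72.9%) were DEGs after siRad21 in the same direction as after siNIPBL.

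The paper calls KCNE1 a DEG next to RUNX1. Here it passed FDR < 0.01 in none of the 8 treatments in which it was tested, with an unadjusted p under 0.05 in 3 of them, and its lowest FDR was 2.43e-02 from edgeR. The lowest FDR was 1.97e-01 with DESeq2 over 11 treatments, and none of the other alternatives that repeat the test called it, with lowest FDRs between 2.48e-02 and 4.75e-02.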

Other observations

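The tests of the siPDS5A replicates and knockdown, of 3' UTR composition, of overlap through seed matches of a shared siRNA, of mitotic genes, of the background of the siRad21 share, and of the pairs that did not exceed unchanged groups were chosen only after the result was seen.

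The 288 genes changed after siNIPBL and unloader depletion are absent from the siRad21 list, and the limit of 1000 genes per list is a candidate explanation for most of them. Of these genes, 72.9% were DEGs after siRad21 in the same direction, compared with at most 17.4% in simulated lists with shuffled fold changes and shared controls and with 55.6% of the other genes of the siNIPBL list outside the siRad21 list. The remaining 73 genes were not DEGs and 5 went the other way, and the limit does not account for their absence. The median log2 fold change of the downregulated genes was -0.59 after siRad21 and -1.44 after siNIPBL, but genes in the siNIPBL list and outside the siRad21 list tend to such a difference by their choice. Whether siRad21 has a smaller effect on these genes stays open, and the difference between the treatments was not tested gene by gene.

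The downregulated genes of this pattern include many of mitotic cells, and fewer dividing cells after these depletions may account for part of it. Of the 20 mitotic genes listed, 19 were among the 233 genes of this pattern and 4 among the 256 genes downregulated after cohesin and loader depletion. Their median log2 fold change was -1.77 after siNIPBL, -3.95 after siWAPL, -1.43 after siPDS5A, -3.12 after siPDS5B and -3.62 in the PDS5A and PDS5B co-depletion. In each of these 5 treatments, 0.0% of 10000 random lists of like expression had as low a median. The median was also low in the Rad21 and NIPBL co-depletion (-2.59) and after siNIPBL with siRNA#2 (-2.23). It was -0.62 after siRad21, -0.84 after siMau2, -1.91 after siESCO1 and -0.47 after siCTCF. In each of these treatments, too, 0.0% of random lists were as low. The median was 0.19 after JQ1, which was given for 6 h. CDKN1A, a gene of cell cycle arrest, rose after siNIPBL with siRNA#1 (3.09), siWAPL (2.30) and siRad21 (2.42). Its log2 fold change was only 0.05 after siESCO1 and 0.20 after siNIPBL with siRNA#2, where the mitotic genes fell. After JQ1 it was 1.23, although the median of the mitotic genes did not fall. The list was written after mitotic genes had been seen in the pattern. The RNA-seq data hold no counts of cells. The paper shows cell-sorting plots of all depletions in Fig. S1a and reports that asynchronous cells were mostly in G1. Its text gives no fraction of cells per depletion. A direct effect of the depletions on transcription of these genes stays open.

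Treatments compared with the same control libraries share their chance values. Among the unloaders, whose controls are the same, the mean Simpson index was 0.405, compared with 0.256 on average and 0.284 at most in simulated unchanged groups, so shared controls do not account for it. Among all 16 pairs with the same controls the mean was 0.322, and among the 39 pairs with different controls it was 0.241. For 6 of the 16 pairs, between 0.229 and 0.252, the index did not exceed that of unchanged groups, whose lists held at most 9 DEGs. DESeq2 gave indices between 0.253 and 0.328 for these 6 pairs, and no unchanged groups were simulated with DESeq2. In these pairs at most 84.6% of the shared genes changed in the same direction, while unchanged groups gave at least 96.5%, so chance values of the controls are not the whole source of these overlaps. Shuffled fold changes gave indices of 0.169 at most. How many of the shared genes of these 6 pairs come from the controls stays open.

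siRad21 at 72 h and siCTCF are of the same library series, which their controls are not, and a difference between the series could make them share DEGs. The correlation of the log2 fold changes of siCTCF was 0.36 with siRad21 at 72 h and 0.30 with siRad21 at 48 h, which is of the series of the controls. With the log2 fold changes of siRad21 at 72 h over 48 h, which hold the difference between the series and no control library, it was 0.00. These fold changes also hold the difference in treatment time, so the value does not exclude the series as a source of shared DEGs. All 3 groups were compared with the same controls, and unchanged groups with these controls gave 0.51 on average, so neither 0.36 nor 0.30 shows by itself that the changes are related. The lists of siRad21 and siCTCF had a Simpson index of 0.235, compared with at most 0.101 when the fold changes were shuffled. Of their shared genes, 83.8% changed in the same direction. Shuffled fold changes gave at most 60.8% for siCTCF in pairs with the same controls. These values argue against unrelated changes with shared controls as the whole source of this overlap. How much of it comes from the controls or from the library series stays open.

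Gene length and GC content were weighed as technical sources of the DEGs. Removing the trend of each library on gene length lowered the DEG number by a ratio of at most 1.07, and removing that on GC content by at most 1.14, both for siCTCF. Removing the trend on GC content raised the number after siRad21 from 4644 to 5506, so these trends do not account for the DEG numbers. The rank correlation of log2 fold change and GC content across genes was -0.268 after siRad21 and -0.272 after siCTCF, which are of the same library series, and -0.304 after siRad21 at 48 h, which is not.

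Genes whose 3' UTR matches the seed of an siRNA had lower log2 fold changes after that siRNA than genes without a match, and repression through the seed may contribute to the DEGs. The median difference ranged from -0.064 (siCTCF) to -0.244 (siESCO1), and at most 1.0% of shuffled seeds gave one as low. The composition of 3' UTRs does not explain this, since for 8 of 8 siRNAs the seed gave its lowest median differences in the treatments that used it. Of the genes downregulated after siESCO1, 15.7% had a match, compared with 6.6% of the upregulated genes, and the shares were 16.2% and 7.8% after siRad21, 28.1% and 15.1% after siMau2, and 17.9% and 14.8% after siNIPBL. Most DEGs therefore had no match. Genes with a seed match do not account for the overlap of siPDS5B with the PDS5A and PDS5B co-depletion, which share an siRNA, since the Simpson index was 0.661 without genes that match the seeds and 0.641 with them.

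siPDS5A had fewer DEGs than the other treatments, and the spread between its replicates is a candidate explanation. The chi-square per gene between its 2 libraries was 34.61, compared with 2.51 to 15.71 in the other groups. With the spread of all groups of the experiment, siPDS5A had 3780 DEGs. A weaker knockdown does not explain it, since the log2 fold change of PDS5A was -2.50, compared with -2.16 for WAPL after siWAPL and -1.70 for PDS5B after siPDS5B. The number in the fit of all groups was still the lowest of the 5 treatments of this experiment, so a smaller effect of PDS5A depletion stays open as a biological explanation.

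The targets also changed in depletions of other factors. The log2 fold change of RAD21 was -0.78 after siWAPL, -0.75 after siPDS5B and -0.73 in the PDS5A and PDS5B co-depletion. That of MAU2 was 0.62 after siNIPBL and 0.50 after siPDS5B, that of NIPBL was 0.52 after JQ1, and that of PDS5B was -0.72 in the Rad21 and NIPBL co-depletion and 0.47 after siESCO1. CDKN1A had a log2 fold change of 3.73 after siNIPBL with siRNA#1 for 48 h and 0.20 with siRNA#2, and the direct difference between the siRNAs at 72 h was 2.87 (standard error 0.042, FDR = 5.99e-08, edgeR). It was chosen for this comparison after its values were seen.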
